# Single-cell RNA-sequencing reveals a distinct population of proglucagon-expressing cells specific to the mouse upper small intestine

**DOI:** 10.1016/j.molmet.2017.07.014

**Published:** 2017-08-01

**Authors:** Leslie L. Glass, Fernando J. Calero-Nieto, Wajid Jawaid, Pierre Larraufie, Richard G. Kay, Berthold Göttgens, Frank Reimann, Fiona M. Gribble

**Keywords:** Single cell RNA seq, GLP-1, PPG-cells, L-cells, Mass spectrometry, 5-HT

## Abstract

**Objectives:**

To identify sub-populations of intestinal preproglucagon-expressing (PPG) cells producing Glucagon-like Peptide-1, and their associated expression profiles of sensory receptors, thereby enabling the discovery of therapeutic strategies that target these cell populations for the treatment of diabetes and obesity.

**Methods:**

We performed single cell RNA sequencing of PPG-cells purified by flow cytometry from the upper small intestine of 3 GLU-Venus mice. Cells from 2 mice were sequenced at low depth, and from the third mouse at high depth. High quality sequencing data from 234 PPG-cells were used to identify clusters by tSNE analysis. qPCR was performed to compare the longitudinal and crypt/villus locations of cluster-specific genes. Immunofluorescence and mass spectrometry were used to confirm protein expression.

**Results:**

PPG-cells formed 3 major clusters: a group with typical characteristics of classical L-cells, including high expression of *Gcg* and *Pyy* (comprising 51% of all PPG-cells); a cell type overlapping with *Gip*-expressing K-cells (14%); and a unique cluster expressing *Tph1* and *Pzp* that was predominantly located in proximal small intestine villi and co-produced 5-HT (35%). Expression of G-protein coupled receptors differed between clusters, suggesting the cell types are differentially regulated and would be differentially targetable.

**Conclusions:**

Our findings support the emerging concept that many enteroendocrine cell populations are highly overlapping, with individual cells producing a range of peptides previously assigned to distinct cell types. Different receptor expression profiles across the clusters highlight potential drug targets to increase gut hormone secretion for the treatment of diabetes and obesity.

## Highlights

• Single cell RNAseq divides upper small intestinal PPG-cells into 3 major clusters.
• PPG-cell clusters exhibit distinct expression profiles for hormones and receptors.
• PPG-cells produce a variety of hormones detectable by mass spectrometry.
• A new mouse PPG-cell cluster expresses the markers *Tph1* and *Pzp*.

## 1 Introduction

Enteroendocrine preproglucagon-expressing PPG-cells (traditionally known as L-cells) secrete the gut hormones glucagon-like peptide 1 (GLP-1) and peptideYY (PYY) and are important regulators of glucose metabolism and appetite [1]. GLP-1 promotes glucose-dependent insulin secretion and satiety, and has been translated into therapies for type 2 diabetes and obesity through the development of long acting GLP-1 mimetics and inhibitors of dipeptidyl peptidase 4 (DPP4) [2]. PYY promotes satiety and is under investigation as a potential basis for new anti-obesity therapeutics [2].

These observations raised the prospect of developing treatments that promote the secretion of GLP-1 and other gut hormones. The strategy depends on understanding the different enteroendocrine cell populations and their relative expression of target receptors. Classically, a subpopulation of enteroendocrine cells defined by immunohistochemical staining for proglucagon-derived peptides (including GLP-1), often together with PYY, was designated as L-cells, referred to here as PPG-cells because of their characteristic expression of preproglucagon [3]. Recent studies investigating genetically tagged PPG-cells have shown that, as a population, they also express gut hormones previously thought to be expressed in distinct enteroendocrine cell types, including *Cck* (cholecystokinin, I-cells), *Sct* (secretin, S-cells), and *Gip* (glucose-dependent insulinotropic polypeptide, K-cells) [4]. However, it remained unclear whether cells expressing different hormone combinations represent fundamentally distinct cell populations.

Variability within the PPG-cell population is physiologically interesting because PPG-cell peptides show different post-prandial plasma profiles [5]. It has been proposed recently that within a single enteroendocrine cell, vesicle pools containing different hormones might be differentially responsive to stimuli [6], but it is also likely that expression of hormones, ion channels, transporters, and receptors varies between PPG-cell sub-populations. The aim of the present study was to use single cell RNA sequencing to determine whether PPG-cells can be sub-divided into clusters with distinct expression of gut hormones, receptors, and other nutrient sensing proteins.

## 2 Experimental procedures

### 2.1 Animal welfare and ethical statements

This research has been regulated under the Animals (Scientific Procedures) Act 1986 Amendment Regulations 2012 following ethical review by the University of Cambridge Animal Welfare and Ethical Review Body (AWERB). Mice were housed in individually ventilated cages with ad libitum access to water and chow. Mice were killed by cervical dislocation prior to tissue harvesting. Both male and female GLU-Venus mice [7] on a C57BL6 background were used.

### 2.2 Small intestine for FACS sorting

For single cell RNAseq, tissue was prepared from 3 male mice, aged 20–21 weeks. For FACS sorting, tissue pieces from the proximal 10 cm of the small intestine were stripped of the outer muscle layers. Tissue was chopped into 1–2 mm pieces and digested to single cells with 1 mg/ml collagenase in calcium-free Hanks Buffered Salt Solution (HBSS). Single cell suspensions were separated by FACS using an Influx Cell Sorter (BD Bioscience, USA). Side scatter, forward scatter, pulse width gates, and DAPI-staining were used to exclude debris and aggregates. Single fluorescent and non-fluorescent (control) cells were collected into individual wells of a 96-well plate containing lysis buffer 0.2% (v/v) Triton X-100 and 2 U/μl RNase inhibitor (Ambion) and stored at −80 °C.

### 2.3 Single-cell RNA sequencing (further details in supplementary material)

scRNA-seq analysis was performed using the Smart-seq2 protocol [8] as previously described [9]. Two mice were sequenced at low depth and one mouse at high depth. Cells with >20% reads mapping to mitochondrial genes were removed from downstream analyses. For the deeper sequenced sample, all cells with <750,000 reads mapping to endogenous RNA were excluded. Out of the 288 cells sorted across the 3 experiments, 94 and 95 passed quality control from the first 2 mice, and 75 cells passed from the deeper sequenced experiment with increased quality control stringency (78%). 

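The deposited labels name the pool each cell came from and not its mouse, so each pool of 96 cells is taken here as 1 experiment and as 1 replicate. At most 20% of the reads counted on genes fell on mitochondrial genes in 94 cells of pool SLX-11175, 90 cells of pool SLX-11179 and 88 cells of pool SLX-9703. Pool SLX-9703 was the deeply sequenced one by its measured depth, and 76 of its cells also had at least 750000 reads counted on genes, or 75 cells when mitochondrial reads were left out of that sum. With these filters alone, 259 cells passed. The methods text read here names no minimum depth for the shallower pools, and the supplementary material was not read. A minimum of 50000 reads counted on genes was set here before the data were examined, which left 41 cells of pool SLX-11175 and 67 cells of pool SLX-11179. The comparisons between clusters therefore rest on 184 of the 288 cells (63.9%). Of the other filters, a minimum of 10000 reads kept 257 cells, a minimum of 200000 kept 86, a mitochondrial limit of 10% kept 173 and no 750000 minimum kept 196.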

Data were normalized for sequencing depth and RNA quantity using size factors calculated on endogenous genes [10].

Clustering was performed on the dimensionality reduced tSNE co-ordinates using the R package, Mclust (v 5.1) using cells that passed QC from all 3 mice. This defined 6 populations of cells. Only clusters that contained cells from all 3 mice and only containing Venus positive cells were used for further analysis.

Differential expression analysis was limited to cells from the sample sequenced at higher depth. Differentially expressed genes were identified by performing pair-wise and unique comparisons between the 3 clusters using DESeq2 (v. 3.4). Hierarchical clustering was performed using the union of the top 15.

### 2.4 Cell collection for qPCR analysis

PPG-cells were isolated as above, with the variation that tissue pieces were incubated in 10 mM EDTA in Ca^2+^ free PBS for 5 min, then transferred to 10 ml Ca^2+^ free PBS and gently inverted to dissociate the villi. This was repeated 4 more times, with incubations 3–5 shaken more vigorously in PBS. The fractions were spun at 300 rcf, resuspended in HBSS, then re-centrifuged. For collecting mixed PPG-cell populations, these fractions were combined and digested in 1 mg/ml Collagenase in HBSS. For separate villus/crypt sorts, fractions 1–2 were retained separately to generate the villus-enriched fraction, and fractions 3–5 were filtered through 50 μm filters prior to centrifugation to generate crypt-enriched fractions. The two fractions were then separately incubated in collagenase. Digested tissue was centrifuged at 300 rcf, resuspended in HBSS with 0.1% BSA, spun again, and resuspended in ∼1 ml of HBSS supplemented with 10% FBS. Cell suspensions were FACS sorted using a MoFlo Beckman Coulter Cytomation sorter (FL, USA) to obtain populations of Venus-positive or Venus-negative (control) cells that were collected directly into lysis buffer for mRNA extraction. The successful separation of crypts from villi was confirmed by qPCR for *Apoa4* (villi) and *Defa5* (crypts) using cDNA prepared from Venus negative cells.

### 2.5 RNA extraction and quantitative RT-PCR

RNA extraction from FACS-sorted cells was performed using an RNeasy Micro Plus Kit (Qiagen). Samples were reverse transcribed according to standard protocols (Superscript III, Life Technologies). Quantitative RT-PCR was performed with 7900 HT Fast Real-Time PCR system (Applied Biosystems, Life Technologies), using TaqMan primer/probe sets supplied by Applied Biosystems. Expression was compared with that of β-actin measured on the same sample in parallel on the same plate, giving a CT difference (ΔCT) for β-actin minus the test gene. Mean, standard error, and statistics were performed on the ΔCT data and only converted to relative expression levels (2^ΔCT^) for presentation in the figures. All experiments were performed on 4 independently isolated cDNA samples (n = 4 mice). A table of TaqMan primer-probes used is listed in the supplementary material.

### 2.6 Immunofluorescence microscopy

Duodenum from GLU-Venus mice was fixed in 4% paraformaldehyde, dehydrated in 15% and 30% sucrose, and frozen in O.C.T. media (VWR, UK). Cryostat-cut sections (7–10 μm) were mounted directly onto polylysine-covered glass slides (VWR, Belgium). Slides were incubated for 1 h in blocking solution containing 5% donkey serum/1% BSA/0.05% Tween-20 and overnight in blocking solution with primary antisera of interest. A table of antisera used is listed in the supplementary material. Sections were washed with blocking solution and incubated with appropriate secondary antisera (AlexaFluor, Life Technologies, UK) diluted 1:300. Control sections were stained with secondary antisera alone. Sections were washed with PBS and mounted with Prolong Gold (Life Technologies, UK) before confocal microscopy (Leica TCS SP8 X, Germany).

### 2.7 Peptidomics

16,000–20,000 PPG-cells from the proximal 10 cm of the small intestine were FACS-sorted directly into a lysis solution of acetonitrile (ACN) 80% (v/v) in a Protein LoBind tube (Eppendorf). Proteins were precipitated and after centrifugation (5 min, 10,000 g), supernatants containing small proteins and peptides were collected and dried in a centrifugal evaporator (Eppendorf). Peptides were reduced and alkylated to break and cap disulphide bonds. Samples were analyzed using a ThermoFisher Ultimate 3000 nano LC system coupled to a Q-Exactive Plus Orbitrap mass spectrometer (Thermo Scientific, San Jose, USA). Peptides were separated on a nano easy column (Thermo Fisher Scientific) by a ramp of increasing concentration of ACN from 2 to 40% (v/v) in 0.1% formic acid solution over 145 min. A full scan range of 400–1600 *m*/*z* was performed, and the top 10 ions of each spectrum were selected for MS/MS analysis. The acquired data were analyzed using Peaks 8.0 software (Waterloo, ON, Canada) against the mouse Swissprot database (downloaded on 06/05/2016) with a no-digest setting, allowing the matching of endogenous peptides of up to 65 amino acids.

### 2.8 Data analysis

Statistical analysis was performed using GraphPad Prism 7 package (San Diego, CA, USA). Values were regarded as significant when p < 0.05.

## 3 Results

Venus-positive PPG-cells from the top 10 cm of the small intestines of two GLU-Venus mice [7] were collected by flow cytometry together with negative (non-fluorescent) control cells. Venus-positive cells were collected across a range of fluorescence intensities, including cells that were only dimly fluorescent (Figure S1). The transcriptional profiles of a total of 184 cells (159 Venus positive and 25 Venus negative) were obtained as previously described [8]. 

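GLU-Venus mice carry the yellow fluorescent protein Venus under the control of the proglucagon promoter, so that PPG-cells can be sorted by their fluorescence. For each sorted cell, full-length cDNA was made and sequenced by the Smart-seq2 protocol, which adds no molecular identifiers, and synthetic spike-in RNA was added to each cell. The authors deposited the number of reads that HTSeq counted on each gene in each cell, without normalization, after alignment to the mouse genome build mm10. The table holds 288 cells in 3 pools of 96, and each pool is taken as 1 mouse. Between 5053 and 504833 reads per cell (median 42386) were counted on genes in pool SLX-11175, and between 13878 and 779919 (median 70186) in pool SLX-11179. A median of 2614 genes per cell had a read in pool SLX-11175 and 3768 in pool SLX-11179. The labels give no Venus fluorescence for the cells, so Venus-positive and Venus-negative cells of these 2 pools were not separated, and cells that are not PPG-cells can only be recognised by their genes. From the counts, variable genes, t-SNE coordinates and Mclust clusters were computed after the methods of the paper, with the genes the paper names left out of the variable genes so that clusters would not be built from those genes. The other genes tested were not left out, and clusters and tests use the same counts. The p-values between classes do not allow for this. Each cluster was called Cl1-like, Cl2-like or Cl3-like from 15 marker genes, the qPCR markers of Figure 3 (Gcg, Pyy, Gpr119, Trpa1 and Necab2 for Cl1, Gip, Fabp5, Th, Pkib and Lpl for Cl2, and Tph1, Pzp, Casr, Mc4r and Cyp2j5 for Cl3). The direction of these 15 genes between the classes is therefore not independent evidence. Cells were not treated as replicates. The counts of each class were summed within each pool, giving 3 sums per class, and the sums were compared by edgeR's quasi-likelihood test with the pool as a block. Levels are the CPM of these sums, that is, counts scaled to a common library size, after TMM normalization, as mean ± SD over 3 pools, and fold changes are on the log2 scale. A log2 fold change over the mean of the other classes is the mean of the log2 fold changes over each of them. It is not the fold change over their mean level, and lies above it where these classes differ in level. Sums weigh deeper cells more. Where a result is given over alternatives, these are the ones with at least 2 sums in each class that is compared. In 5 settings the Cl2-like class was a single sum of pool SLX-9703, and these are left out of such ranges. The main choices that could change the numbers are the minimum depth of a cell, the variable genes and the clustering.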

3381 genes exhibited expression variability exceeding technical noise [11]. 

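In the 108 cells of pools SLX-11175 and SLX-11179 that passed the filters used here, 5416 genes varied more between cells than the spike-ins predict. The squared coefficient of variation of each gene was compared with a curve fitted to 26 spike-ins, with a minimum biological coefficient of variation of 0.5 and a false discovery rate of 0.1. The size factors rest on few features, since only 47 genes and 12 spike-ins had a read in every one of these cells. The number depended on the cells used. With the 184 cells that passed the filters of the paper alone, it was 3843, a setting chosen after the data had been seen. It was 4282 in the 181 cells with at least 10000 reads and 4953 in the 103 cells under the 10% mitochondrial limit, and 427 in the 10 cells with at least 200000 reads.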

Dimensionality reduction was performed using the t-Distributed Stochastic Neighbour Embedding (t-SNE) method using only these 3381 genes. Different clusters could be observed that included cells from both mice. As expected, Venus positive and negative cells appeared in separate clusters. Venus-positive cells appeared as a heterogeneous population that could be separated into distinct subpopulations.

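Pool SLX-9703 held between 319966 and 4368674 reads counted on genes per cell, with a median of 1877310, and a median of 9039 genes per cell had a read. The spike-ins took a median of 604426 reads per cell, against 1696 in pool SLX-11175 and 3322 in pool SLX-11179. In the 76 cells kept here, the depth was at least 777740 reads and the median 2147110. Of all reads counted on genes in cells that passed, 163749766 came from this pool, 7741127 from pool SLX-11179 and 4773604 from pool SLX-11175.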

Ninety six Venus positive cells from a third mouse were analyzed at greater depth, of which 75 passed strict quality control criteria (see methods). Combining all 259 cells from the 3 mice defined 976 highly variable genes that were used for tSNE analysis. This analysis generated 6 cell clusters (Cl1-Cl6) (Figure 1A–D), of which Cl5 and Cl6 contained Venus negative cells. 

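Over the 184 cells used here, 1001 genes varied beyond the spike-in noise, from a curve through 29 spike-ins, and 971 remained after the named and mitochondrial genes were left out. Over the 259 cells that passed the filters of the paper alone, a setting chosen after the data had been seen, the number was 1060. Only 40 genes had a read in every one of the 184 cells, and the size factors rest on these. The t-SNE used log10 of the normalized count plus 1, a perplexity of 30 and a start from principal components, and Mclust chose the number of clusters by the Bayesian information criterion among 1 to 9. By the paper, the cells of the third mouse were Venus-positive, so the cells of pool SLX-9703 are taken as Venus-positive. Of the 76 cells of pool SLX-9703, 63 fell in clusters without a shallow cell and 13 in clusters shared with shallow cells.

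**Figure D1:**
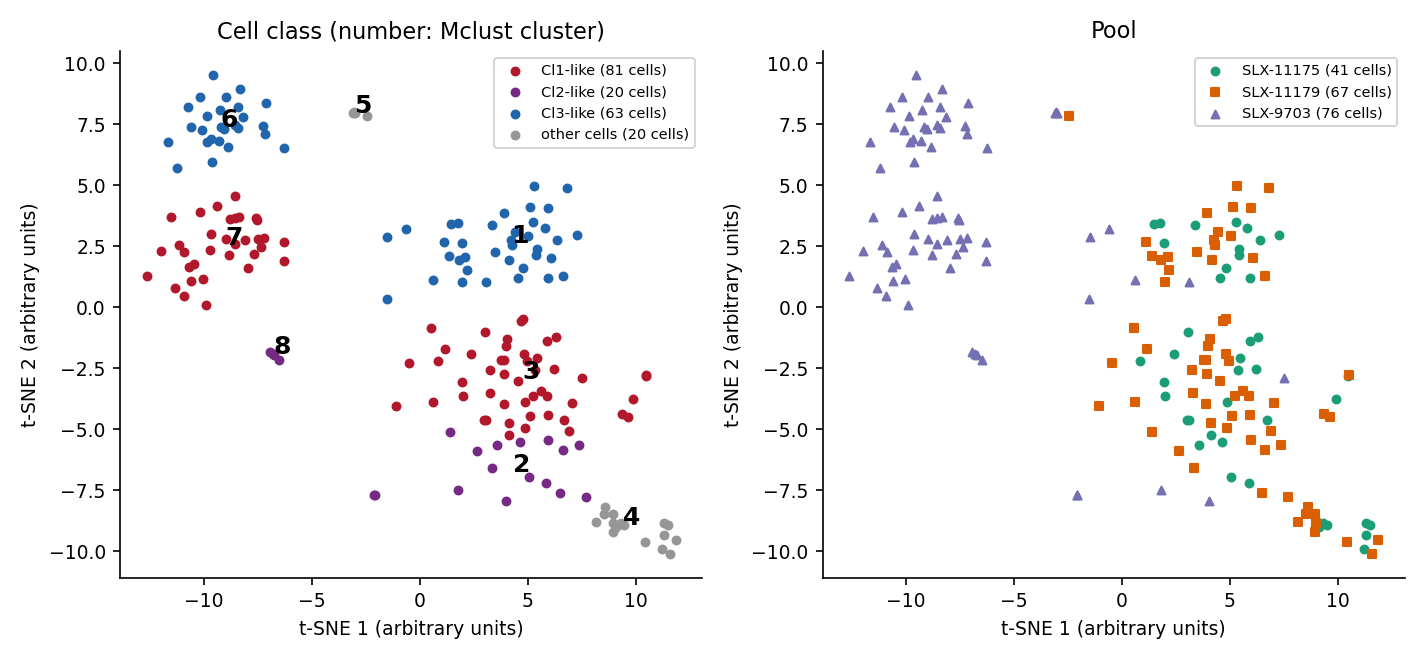
The t-SNE coordinates (arbitrary units) of the 184 cells, each point a cell, coloured by cell class with the cluster numbers on the left and by pool on the right. Of the 63 Cl3-like cells, 26 form cluster 6, all from pool SLX-9703, and 37 form cluster 1.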

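Mclust gave 8 clusters for the 184 cells. Cluster 1 (37 cells) and cluster 6 (26 cells) were named Cl3-like, led by Gpx3, Pgc and Pzp and by Pzp, Cyp2j5 and Habp2. Cluster 3 (48 cells) and cluster 7 (33 cells) were named Cl1-like, led by Gcg, Pyy and Cck and by Gcg, Gpr119 and Pyy. Cluster 2 (16 cells) and cluster 8 (4 cells) were named Cl2-like. Cluster 8 was led by Gip, Rgs4, Cd44 and Scarb1, and cluster 2 by Gip, Cd44, Gramd1a, Ighm and Fyn, so that immune genes (Ighm and Fyn) stand beside Gip among the leading genes of cluster 2. Cluster 5 (4 cells) scored highest for enterocyte genes and was led by Reg3g, Ces2e and Gstm3. Cluster 4 (16 cells) was led by the immunoglobulin genes Jchain, Igkc and Igha, scored under the threshold for every list of markers and stayed unnamed. Clusters 4 and 5 together are the 20 other cells. The number of clusters ranged from 3 to 9 over the alternatives, the lowest with a minimum of 200000 reads, which leaves 86 cells.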

Cl1-4 contained Venus-positive cells, of which Cl1-3 contained cells from all 3 mice. 

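The Cl1-like class held 17 cells of pool SLX-11175, 30 of pool SLX-11179 and 34 of pool SLX-9703. The Cl2-like class held 4, 8 and 8 cells, and the Cl3-like class 13, 19 and 31. Of the other cells, 7 came from pool SLX-11175, 10 from pool SLX-11179 and 3 from pool SLX-9703. Each class thus had at least 4 cells in every pool, but the Cl1-like and Cl3-like cells of pool SLX-9703 mostly sat in clusters 7 and 6, which hold no shallow cell. Of the 34 deep Cl1-like cells, 33 were in cluster 7, and of the 8 deep Cl2-like cells, 4 were in cluster 2 with the shallow ones. The sums behind the comparisons between classes run from 316102 reads (Cl2-like, pool SLX-11175) to 77488827 reads (Cl1-like, pool SLX-9703).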

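Of the 8 clusters of the 184 cells, the only one without cells of the deep pool was the unnamed cluster with immunoglobulin genes (16 cells, 8.7%). Other settings gave smaller clusters of mostly shallow cells. With CPM in place of size factors, 10 cells (5.43%) formed an unnamed cluster, 3 from pool SLX-11175, 6 from pool SLX-11179 and 1 from pool SLX-9703, led by Nts, Adgrd1, Serpina1e, Gpx3 and Rgs4. With the filters of the paper alone, a setting chosen after the data had been seen, the 259 cells formed 9 clusters, and 1 of these held 9 cells (3.47%), 3 from pool SLX-11175, 6 from pool SLX-11179 and none from pool SLX-9703. Its leading genes were Nts, Adgrd1, Serpina1e, Gpx3 and Pgc, and its highest marker score, for the Cl3 list, was 0.90 on the log2 scale, under the value of 1 needed for a name. Under the same filters, 63 and 29 cells formed 2 more unnamed clusters of shallow cells only.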

Cl4 contained <5% of cells, including one Venus-negative cell, but did not include any cells from the mouse sequenced at greater depth so was excluded from further analysis. Transcriptomic characteristics of Cl4 are shown in Figure S2. A few cells in Cl5 and Cl6 were Venus-positive and are likely to represent small groups of enterocytes containing at least one PPG-cell, as these could not be excluded completely during cell preparation and sorting.

**Figure 1:**
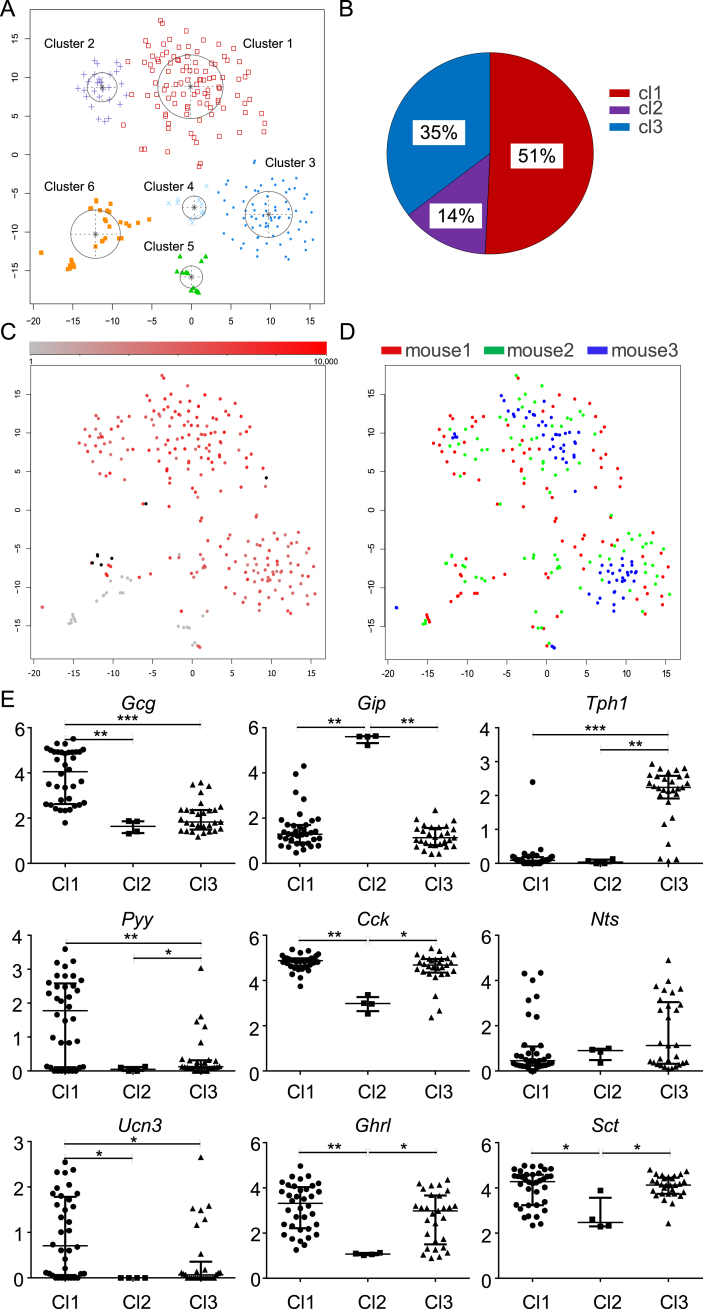
**PPG-cell clusters reflect hormone expression profiles**. A, C, D. tSNE analysis showing: Cluster allocation of the 259 included cells from all 3 mice. B. Relative proportions of cells located in Cl1-3, 203 cells in total. C. Venus fluorescence intensity of individual cells (redness intensity denotes relative brightness, grey = negative, black = no data), D. Donor origin of cells used in the single-cell RNA-Seq analysis (deeper sequenced mouse is depicted in blue). E. Relative gene expression levels of *Gcg*, *Gip*, *Tph1*, *Pyy*, *Cck*, *Nts*, *Ucn3*, *Ghrl*, and *Sct* in Cl1-3. All values displayed are the log_10_ (normalized counts), bars indicate median values and interquartile range. Statistical analysis was performed using Kruskal–Wallis with Dunn's multiple comparisons test. *p < 0.05, **p < 0.01, ***p < 0.001 between the indicated clusters.

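Of the 164 cells in the 3 classes, 81 were Cl1-like, 49.4% (exact Clopper-Pearson 95% confidence interval 41.5 to 57.3%), 20 were Cl2-like, 12.2% (exact Clopper-Pearson 95% confidence interval 7.61 to 18.2%), and 63 were Cl3-like, 38.4% (exact Clopper-Pearson 95% confidence interval 30.9 to 46.3%). These intervals cover the counting of cells only. By pool, the Cl1-like share was 50.0% in SLX-11175, 52.6% in SLX-11179 and 46.6% in SLX-9703. The Cl2-like share was 11.8%, 14% and 11%, and the Cl3-like share 38.2%, 33.3% and 42.5%. For each class, the share in every pool lies within the interval of the share over all pools. The Cl2-like share depended most on the clustering, and ran from 2.38% with 6 clusters to 15.1% with clusters from all variable genes where such a cluster formed. No cluster took the Cl2 name under 7 other settings: Leiden clustering of 15 principal components, 2000 variable genes by scran, a minimum of 10000 or of 200000 reads and, chosen after the data had been seen, scran size factors of mean 1, genes variable in every pool and the filters of the paper alone. The size factors used here were themselves settled after trial clusterings in which marker levels had been looked at.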

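In each of the 3 pools Gip had its highest level in the Cl2-like sum, Gcg and Pyy in the Cl1-like sum and Tph1 in the Cl3-like sum, and these 4 genes are among those that named the classes. Cck, Sct and Ghrl named no class, and each was lowest in the Cl2-like sum in every pool. The neurotensin gene Nts also named no class. It was highest in the Cl3-like sum in every pool, at 112422, 84426 and 4984 CPM in pools SLX-11175, SLX-11179 and SLX-9703. With a random t-SNE start, where the Cl2-like class was a single sum of the deep pool, Nts was lower in Cl3-like cells than in the mean of the other classes.

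**Figure D2:**
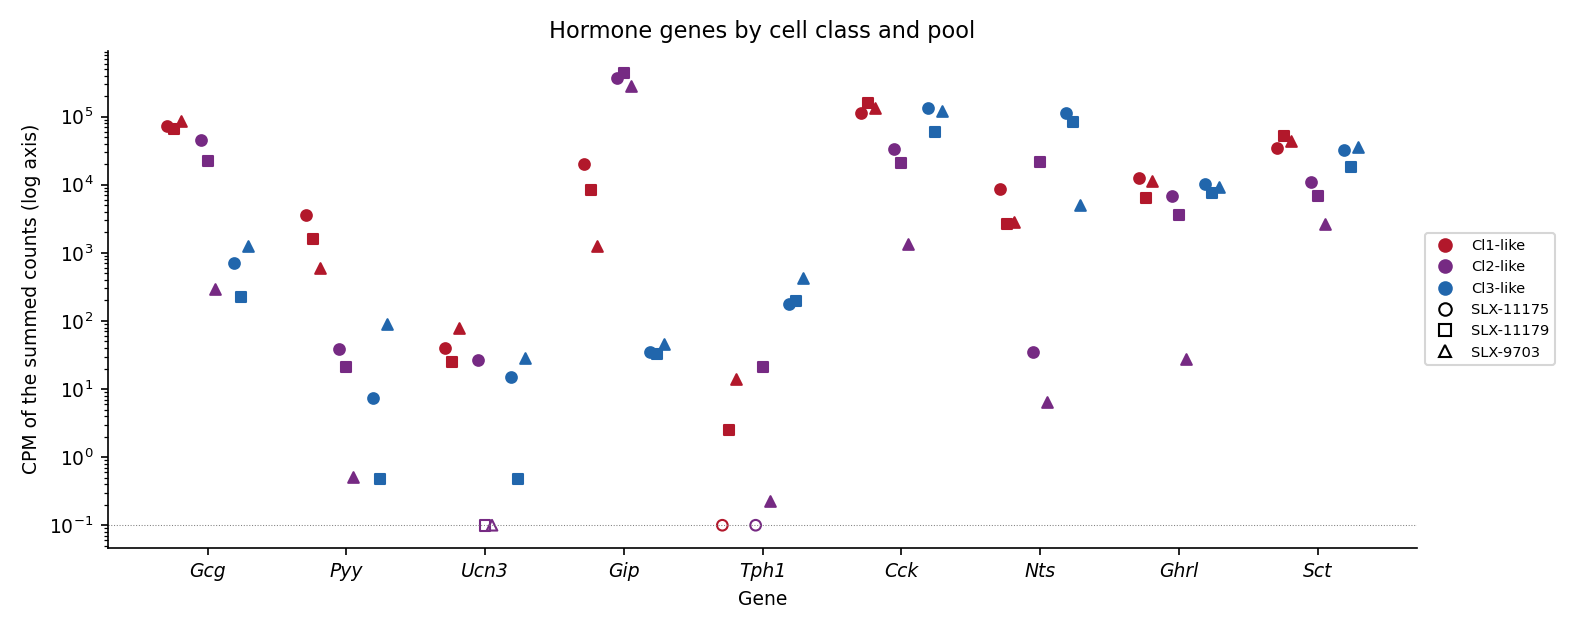
CPM of the summed counts (log axis) for 9 hormone genes, with a point for each pool (circle, square or triangle) and class (colour). Open points on the dotted line are sums below 0.1 CPM. Gip lies between 283055 and 432001 CPM in the Cl2-like sums and at most 46.6 CPM in the Cl3-like sums.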

Visual inspection of hormone expression profiles across the clusters revealed differential distributions of *Gcg*, *Gip*, *Pyy*, *Cck*, and *Tph1* (tryptophan hydroxylase-1 marking 5-HT producing cells), suggesting that the tSNE analysis separated cells that differ in their expression of hormonal genes. Subsequent quantitative comparisons between the clusters were performed using only data from mouse 3, in which the RNAseq read-depth was high (Figure 1E). Cl1 was distinguished by higher *Gcg* and *Pyy* expression than Cl2 and 3, and also expressed *Ucn3*. 

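Gcg (ENSMUSG00000000394, chromosome 2 from 62474530 to 62483650 of mm10), which encodes proglucagon, was at 75349 ± 10056 CPM (SD, n = 3 pools) in Cl1-like, 22417 ± 22189.9 CPM in Cl2-like and 723 ± 510.3 CPM in Cl3-like cells. In the 34 Cl1-like cells of the deep pool the median was 32356 CPM (interquartile range 1303 to 160176), in the 8 Cl2-like cells 122 CPM (interquartile range 85.1 to 177) and in the 31 Cl3-like cells 259 CPM (interquartile range 124 to 754). The log2 fold change of Cl1-like over the mean of the other 2 classes was 4.33 (standard error 0.94, adjusted p = 0.394) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so that this difference did not pass 0.05. That mean is taken on the log scale, and 4.33 lies between 1.88 over Cl2-like and 6.79 over Cl3-like cells. The Cl2-like level ran from 294 CPM in pool SLX-9703 to 44674 CPM in pool SLX-11175. Few cells carry it, since 4 of the 20 Cl2-like cells had at least 10000 CPM of Gcg, 2 in pool SLX-11175 and 2 in pool SLX-11179. They held 99.9% and 97.5% of the Gcg reads of the Cl2-like sums of these pools, and 3 of the 4 had less than 100 CPM of Gip. The adjusted p passed 0.05 in 4 of 10 alternatives, and the log2 fold change kept its direction in each, between 2.49 and 5.29. Peptide YY (Pyy, ENSMUSG00000017311, chromosome 11 from 102106676 to 102107832) was at 1922 ± 1511 CPM in Cl1-like, 19.95 ± 19 CPM in Cl2-like and 33 ± 50.4 CPM in Cl3-like cells, with a log2 fold change of 6.35 (standard error 1.34, adjusted p = 0.394) from the same test. Urocortin 3 (Ucn3, ENSMUSG00000044988, chromosome 13 from 3940688 to 3945349) was at 47.6 ± 27 CPM in Cl1-like cells against 8.99 ± 15.6 CPM and 14.7 ± 14.1 CPM, with adjusted p = 0.975 in the edgeR test. Among the cells of the deep pool, Ucn3 had a read in 79.4% of Cl1-like, 51.6% of Cl3-like and none of the 8 Cl2-like cells, which allows a share of up to 37.5%.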

Cl2 had higher *Gip* expression than Cl1 and 3, but lower *Cck*, *Ghrl*, and *Sct*. 

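Gip (ENSMUSG00000014351, chromosome 11 from 96024545 to 96030831), the glucose-dependent insulinotropic peptide gene, was at 362155 ± 74903 CPM in Cl2-like, 9870.4 ± 9369 CPM in Cl1-like and 38 ± 7.56 CPM in Cl3-like cells (SD, n = 3 pools). Its log2 fold change in Cl2-like cells over the mean of the other classes was 9.31 (standard error 0.67, adjusted p = 4.6e-04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was higher in the Cl2-like sum in 3 of 3 pools. The adjusted p was 0.0904 without pool SLX-11175, and it passed 0.05 in 8 of 10 alternatives with at least 2 sums in each class, the highest value being 0.177. Against Cl1-like cells alone, Gip did not pass 0.05 (adjusted p = 0.0531 in edgeR). Among deep cells, the 4 cells of cluster 8 had a median of 527824 CPM (interquartile range 495012 to 538350) of Gip, and the 4 Cl2-like cells of cluster 2 a median of 20.3 CPM (interquartile range 12.8 to 138). Cholecystokinin (Cck, ENSMUSG00000032532, chromosome 9 from 121489824 to 121495694) was at 18592 ± 16363 CPM in Cl2-like against 134288 ± 24395 CPM in Cl1-like and 104023 ± 39291 CPM in Cl3-like cells. Secretin (Sct, ENSMUSG00000038580, chromosome 7 from 141278330 to 141279133) was at 6812 ± 4210.1 CPM, 43714 ± 8285 CPM and 28809 ± 9383 CPM in the same order, and ghrelin (Ghrl, ENSMUSG00000064177, chromosome 6 from 113716119 to 113719880, overlapping Gm26982 and Gm44033 on the other strand) at 3442 ± 3354 CPM, 10141 ± 3243 CPM and 9019.7 ± 1307 CPM. The 3 genes were lower in the Cl2-like sum than in both others in every pool, but the log2 fold changes of -2.99 for Cck, -2.48 for Sct and -1.86 for Ghrl had adjusted p of 0.146, 0.0593 and 0.574 in the edgeR test. Again among deep cells, the medians in the 4 cells of cluster 8 were 1258 CPM of Cck, 15.5 CPM of Ghrl and 395 CPM of Sct, against 150808, 3885 and 39189 CPM in Cl1-like cells.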

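Tph1 (ENSMUSG00000040046, chromosome 7 from 46644641 to 46672537) encodes tryptophan hydroxylase-1, the enzyme for 5-HT synthesis in the gut. It was at 269 ± 143 CPM (SD, n = 3 pools) in Cl3-like, 5.54 ± 7.55 CPM in Cl1-like and 7.02 ± 12 CPM in Cl2-like cells, and highest in the Cl3-like sum in 3 of 3 pools. The log2 fold change of Cl3-like cells over the mean of the other classes was 5.95 (standard error 1.13, adjusted p = 0.0621) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the adjusted p passed 0.05 in 9 of 10 alternatives. In the deep pool the median was 382 CPM (interquartile range 148 to 955) in the Cl3-like and 0.455 CPM (interquartile range 0 to 1.04) in the Cl1-like cells. After each cell was thinned to 50000 reads, Tph1 had a read in 71.4% of all Cl3-like cells, 6.17% of Cl1-like cells and 5.0% of the 20 other cells. Without thinning these shares were 79.4%, 28.4% and 20.0%.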

Cl3 showed high expression of *Tph1*. 

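Of the 20 Cl2-like cells, 10 had at least 10000 CPM of Gip, and 1 of these 10 also had at least 10000 CPM of Gcg. Of the 81 Cl1-like cells, 5 had at least 10000 CPM of Gip, and 3 of these had as much of Gcg as well. Over all 184 cells, 15 reached this level for Gip, 51 for Gcg and 4 for both. The Cl2-like cells with high Gip had a median of 46.4 CPM of Gcg in pool SLX-11175 (3 cells), 32 CPM in pool SLX-11179 (3 cells) and 77.5 CPM in pool SLX-9703 (4 cells). Cells with at least 100 CPM of the leukocyte gene Ptprc, which overlaps A130071D04Rik on the same strand, or the immunoglobulin gene Jchain were compared with them, although these cells are not known to be Venus-negative. Their Gcg reached 37.1 CPM in pool SLX-11175 (9 cells), 59.7 CPM in pool SLX-11179 (4 cells) and 208 CPM in pool SLX-9703 (3 cells), and 2 of the 10 Cl2-like cells with high Gip lay above that of their own pool. The median depth was 2225290 reads for those 3 deep leukocyte cells and 2264560 reads for the 4 deep cells with high Gip. The 3 leukocyte cells of pool SLX-9703 are Cl2-like cells of cluster 2, and 2 of the 9 leukocyte cells of pool SLX-11175 are Cl1-like.

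**Figure D3:**
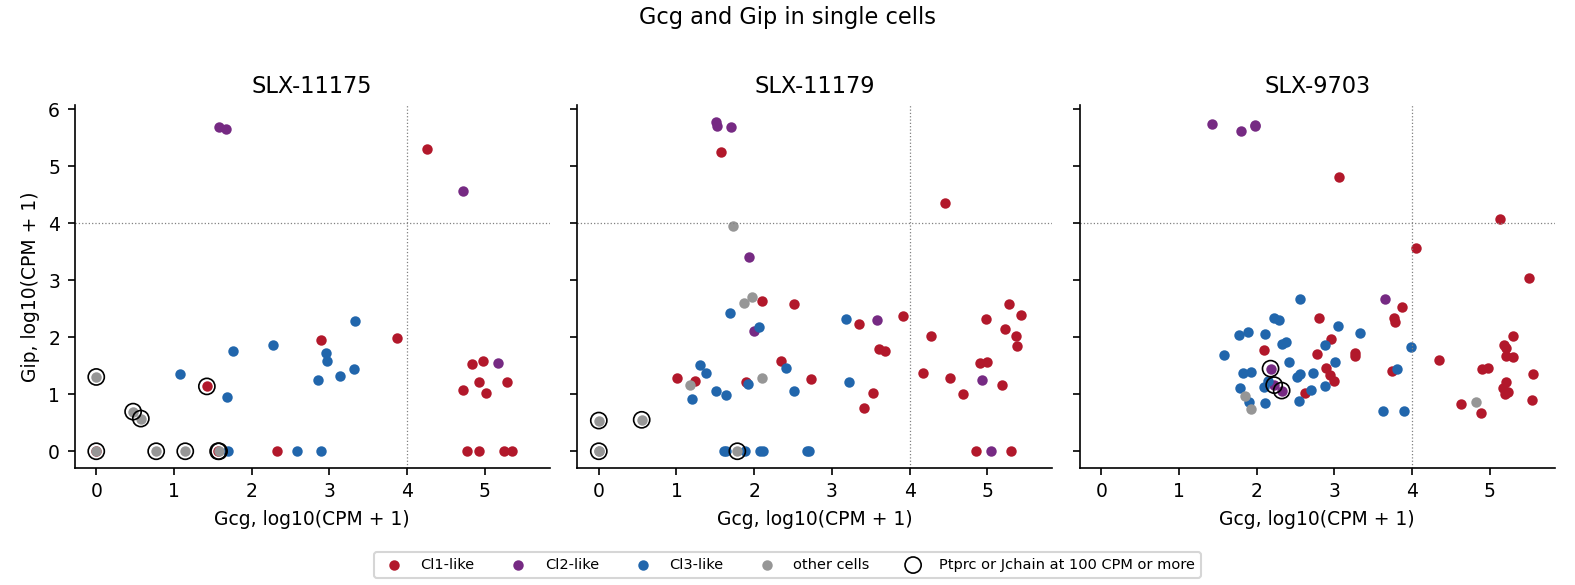
Gcg (x axis) and Gip (y axis) as log10(CPM + 1) in each of the 184 cells, by pool, with points coloured by class. Dotted lines mark 10000 CPM, and black circles mark cells with at least 100 CPM of Ptprc or Jchain. Of the 15 cells above the line for Gip, 4 are also beyond the line for Gcg.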

Overall these data suggest that Cl1 contains archetypical “L-cells” expressing high levels of *Gcg* and *Pyy*, but still considerable detectable levels of *Cck*, *Sct*, and *Ghrl mRNA*; Cl2 contains *Gcg/Gip* dual positive cells; and Cl3 comprises a PPG-cell population expressing *Tph1*, but with lower levels of *Gcg* and *Pyy*.

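Among the 10304 genes tested, 7 differed between Cl1-like and Cl3-like sums at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 higher in Cl1-like and 3 higher in Cl3-like cells. Between Cl1-like and Cl2-like cells 4 genes differed (2 higher in Cl1-like and 2 in Cl2-like cells), and between Cl2-like and Cl3-like cells 66 (31 higher in Cl2-like and 35 in Cl3-like cells). The 7 genes were Chgb, Gip, Gpr119 and Rasal1, higher in Cl1-like, and Gpx3, Pgc and Pzp, higher in Cl3-like cells. The call for Gip rests on few cells, since 5 of the 81 Cl1-like cells had at least 10000 CPM of Gip and held 99.9%, 99% and 86.2% of the Gip reads of the Cl1-like sums of pools SLX-11175, SLX-11179 and SLX-9703. The median of Gip over the cells was lower in Cl1-like than in Cl3-like cells in pool SLX-11175 (10.7 against 22.1 CPM) and higher in the other 2 pools. The 4 genes were Ldb3 and Upk1b, higher in Cl1-like, and Fabp5 and Gpx3, higher in Cl2-like cells. Rasal1, Gpx3, Ldb3 and Upk1b were named after their values had been seen. They are not among the genes kept out of the clustering, so their p-values do not allow for it. In simulated counts for Cl1-like against Cl3-like sums with 9479 genes, edgeR recovered 18.3% of the genes changed 4-fold and 67% of those changed 16-fold. The counts depend on single pools and on the settings. Without pool SLX-11175 no gene passed in any of the 3 comparisons by edgeR (429, 1370 and 1675 genes at an unadjusted p under 0.05), whereas without pool SLX-11179 the counts were 8, 31 and 104, and without pool SLX-9703 5, 3 and 14. DESeq2 called 109, 313 and 613 genes, and in the simulated counts 29.1% of its calls for Cl1-like against Cl3-like sums were unchanged genes, against 2.44% for edgeR. The simulated counts were drawn with edgeR's own dispersions and no difference between pools, so these shares may not hold for the real sums.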

Genes differentially expressed in Cl1-3 were analyzed by hierarchical clustering and depicted in a heatmap (Figure 2A). 

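Chromogranin B (Chgb, ENSMUSG00000027350, chromosome 2 from 132781278 to 132795079) was at 18977 ± 8030.4 CPM (SD, n = 3 pools) in Cl1-like, 3447 ± 1483 CPM in Cl2-like and 1898 ± 892 CPM in Cl3-like cells, a log2 fold change over the mean of the other classes of 2.89 (standard error 0.36, adjusted p = 0.0416) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was highest in the Cl1-like sum in 3 of 3 pools, but the call needed all pools, with adjusted p of 0.496 without pool SLX-11175, 0.0893 without pool SLX-11179 and 0.0530 without pool SLX-9703, within a range from 2.7e-82 (without the filter on low counts) to 0.496 (without pool SLX-11175) over 10 alternatives. Against Cl2-like cells alone, Chgb did not pass (adjusted p = 0.120 in edgeR). Chromogranin A (Chga, ENSMUSG00000021194, chromosome 12 from 102554969 to 102565028) was at 813 ± 316 CPM against 242 ± 181 CPM and 425 ± 192 CPM, with adjusted p = 0.715 in the edgeR test. The fatty acid amide receptor gene Gpr119 (ENSMUSG00000051209, chromosome X from 48667979 to 48674478) was at 107 ± 21.5 CPM in Cl1-like, 19.7 ± 14 CPM in Cl2-like and 0.514 ± 0.808 CPM in Cl3-like cells. Its log2 fold change of Cl1-like over Cl3-like cells was 8.93 (standard error 1.20, adjusted p = 0.0291) in edgeR, while that over the mean of both other classes had adjusted p = 0.0607. The sulfonylurea receptor gene Abcc8 (ENSMUSG00000040136, chromosome 7 from 46104523 to 46180033), which the annotation shows overlapping Gm45486 and Gm45487, was at 131 ± 32.4 CPM in Cl1-like and 233 ± 76.9 CPM in Cl2-like cells, and the Cl2-like sum was the higher in 3 of 3 pools. Between these classes the difference did not pass 0.05 (log2 fold change -0.86, adjusted p = 0.641 in edgeR). Abcc8 was lowest in Cl3-like cells, at 31.7 ± 12 CPM.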

Notably enriched in Cl1 were *Chga*, *Chgb*, *Gpr119*, and *Abcc8*. Cl2 selectively expressed genes previously identified in K-cells, including *Fabp5* and the cannabinoid receptor *Cnr1* [12], [13]. 

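Fabp5 (ENSMUSG00000027533, chromosome 3 from 10012548 to 10016607), a fatty acid-binding protein gene, was at 1094 ± 311 CPM (SD, n = 3 pools) in Cl2-like, 81.4 ± 39.8 CPM in Cl1-like and 35.3 ± 13.1 CPM in Cl3-like cells. The log2 fold change of Cl2-like cells over the mean of the other classes was 4.51 (standard error 0.40, adjusted p = 0.00121) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cnr1 (ENSMUSG00000044288, chromosome 4 from 33924593 to 33948831) named no class and was at 189.7 ± 75 CPM in Cl2-like, 32.6 ± 21.4 CPM in Cl1-like and 4.07 ± 1.81 CPM in Cl3-like cells, with a log2 fold change of 4.17 (standard error 0.37, adjusted p = 0.00121) from the same edgeR test. Both were highest in the Cl2-like sum in 3 of 3 pools. Without pool SLX-11175 neither passed, with adjusted p = 0.107 for Fabp5 and 0.112 for Cnr1. Over alternatives with at least 2 sums in each class, Fabp5 passed in 8 of 10 and Cnr1 in 9 of 10, and the adjusted p ran from 6.3e-31 (without the filter on low counts) to 0.107 (without pool SLX-11175) over 10 alternatives for Fabp5 and from 1.6e-22 (with DESeq2) to 0.112 (without pool SLX-11175) over 10 alternatives for Cnr1. Of the deep cells, the 4 cells of cluster 8 had medians of 2066 CPM of Fabp5 and 216 CPM of Cnr1, against 20.6 and 3.9 CPM in the 4 Cl2-like cells of cluster 2, of which 3 had leukocyte genes, and 22.3 and 3.61 CPM in Cl1-like cells.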

Pregnancy zone protein (*Pzp*) was a major marker of Cl3 (Figure 2B). 

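Pzp (ENSMUSG00000030359, chromosome 6 from 128483567 to 128526720), which overlaps Gm10069 on the other strand, was at 616 ± 179.8 CPM (SD, n = 3 pools) in Cl3-like, 5.12 ± 8.17 CPM in Cl1-like and 3.48 ± 5.21 CPM in Cl2-like cells. The log2 fold change of Cl3-like cells over the mean of the other classes was 8.62 (standard error 0.81, adjusted p = 0.00220) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Pzp was highest in the Cl3-like sum in 3 of 3 pools. The adjusted p was 0.295 without pool SLX-11175, and it passed 0.05 in 8 of 10 alternatives, with values from 6.9e-62 (without the filter on low counts) to 0.295 (without pool SLX-11175) over 10 alternatives. Counted in pool SLX-9703 alone, the median was 989.9 CPM (interquartile range 721 to 1381) in Cl3-like and 0.660 CPM (interquartile range 0.0572 to 1.09) in Cl1-like cells. At a level of at least 10 CPM, Pzp was found in 84.1% of the 63 Cl3-like, 2.47% of the 81 Cl1-like and 10.0% of the 20 Cl2-like cells, and in 10.0% of the 20 other cells.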

RNAseq of PPG-cell populations isolated from different regions of the gut revealed that *Pzp* expression was found in PPG-cells from the proximal but not the distal small intestine, suggesting that Cl3 is specific to the upper small intestine (Figure 2C).

**Figure 2:**
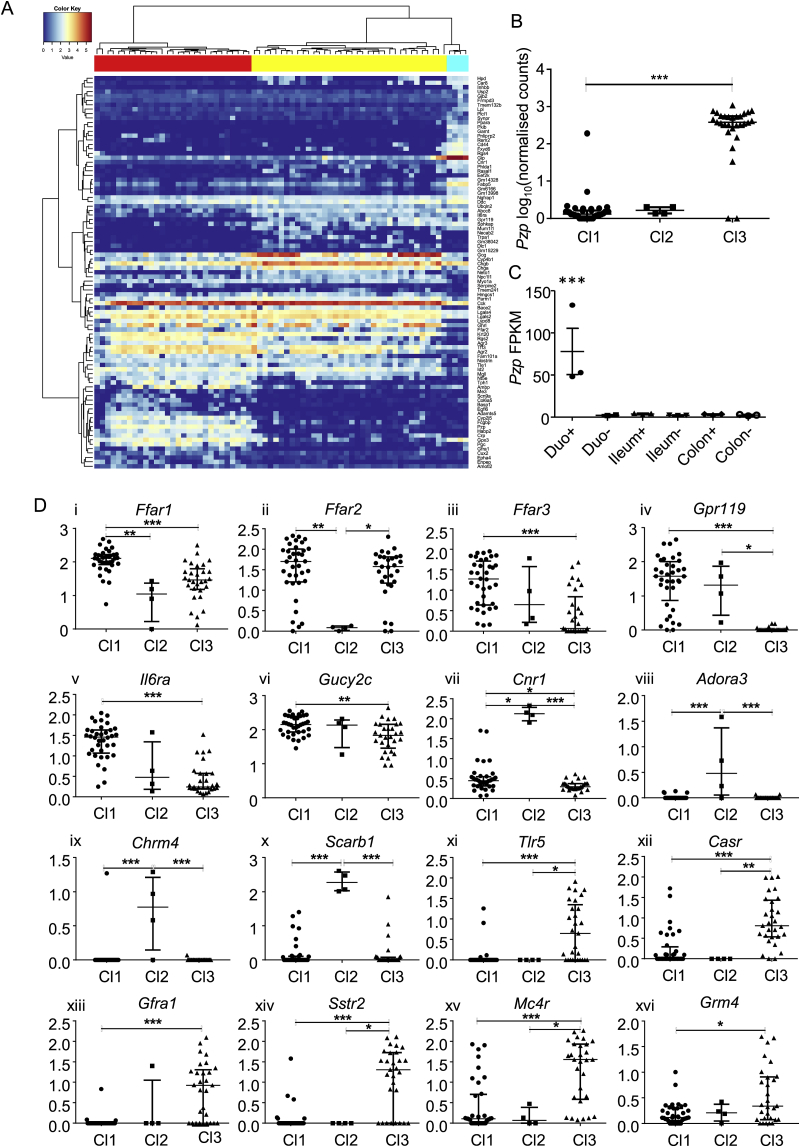
**Marker genes expressed across Cl1-3**. A. Hierarchical clustering of deeper sequenced cells using the union of the top 15 differentially expressed genes from the comparisons across CL1-3. Top coloring indicates cluster allocation: Cl1 in yellow, Cl2 in cyan and Cl3 in red. B. Log_10_ (normalized counts) for *Pzp*. Statistical analysis was performed using Kruskal–Wallis with Dunn's multiple comparisons test. C. Gene expression of *Pzp* measured by RNAseq analysis of cell populations isolated from PPG-cells and non PPG-cells from the duodenum (duo), ileum, and colon of Glu-Venus mice, expressed in fragments per kilobase per million reads. Proximal small intestinal PPG-cells were significantly different from all the other samples (p < 0.001) by pairwise comparison using Deseq2 (v3.5). D. Relative expression levels of *Ffar1, Ffar2, Ffar3, GPR119, IL6ra, Gucy2c, Cnr1, Adora3, Chrm4, Scarb1, Tlr5, Casr, Gfra1, Sstr2, Mc4r, Grm4* in single PPG-cells from the deep sequenced mouse. D i-vi represent genes characterizing Cl1, D vii-x characterize Cl2, and D xi-xvi characterize Cl3. Values displayed are the log_10_ (Normalized Counts). Bars indicate median values and interquartile range. Statistical analysis was performed using Kruskal–Wallis with Dunn's multiple comparisons test. *p < 0.05, **p < 0.01, ***p < 0.001 between the indicated clusters.

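Of the genes the paper names for Cl1, Cl2 or Cl3, Ffar2 was left out of the counts given here, and 30 others could be tested. Of these 30, 27 had their highest level in their own class in each of the 3 pools. A gene without any difference would do so by chance in 3.7% of cases. Of the 15 among these 30 genes that did not name the classes, 13 did so, the exceptions being Abcc8 and Adora3. The uncounted Ffar2, which named no class either, did not do so. This is not independent evidence, since the paper chose the genes on the same cells. At an adjusted p under 0.05 in edgeR, 8 of the genes were higher in their own class than in the mean of the other classes, namely Chgb, Gip, Fabp5, Cnr1, Scarb1, Pkib, Pzp and Mc4r. Of these, Fabp5 and Pzp alone also passed against each other class taken singly. Chrm4, the muscarinic receptor gene of Figure 2D, fell under the filter on low counts. It had at least 10 CPM in 10.0% of Cl2-like, 1.23% of Cl1-like and none of the 63 Cl3-like cells, which allows a share of up to 4.76%. Ffar2 (ENSMUSG00000051314, chromosome 7 from 30818348 to 30823775), a short chain fatty acid receptor gene, was at 61.1 ± 44.3 CPM in Cl1-like, 80.3 ± 8.06 CPM in Cl3-like and 10.2 ± 17.4 CPM in Cl2-like cells (SD, n = 3 pools). The caption of Figure 2D places Ffar2 among the genes of Cl1. Here it was highest in the Cl3-like sum in pools SLX-11175 and SLX-11179, and in the Cl1-like sum only in pool SLX-9703. Figure 2D shows cells of the deep mouse alone, taken here as pool SLX-9703. In that pool Ffar2 was at 111 CPM in Cl1-like, 89.3 CPM in Cl3-like and 0.172 CPM in Cl2-like cells, so the order there is not at odds with the caption.

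**Figure D4:**
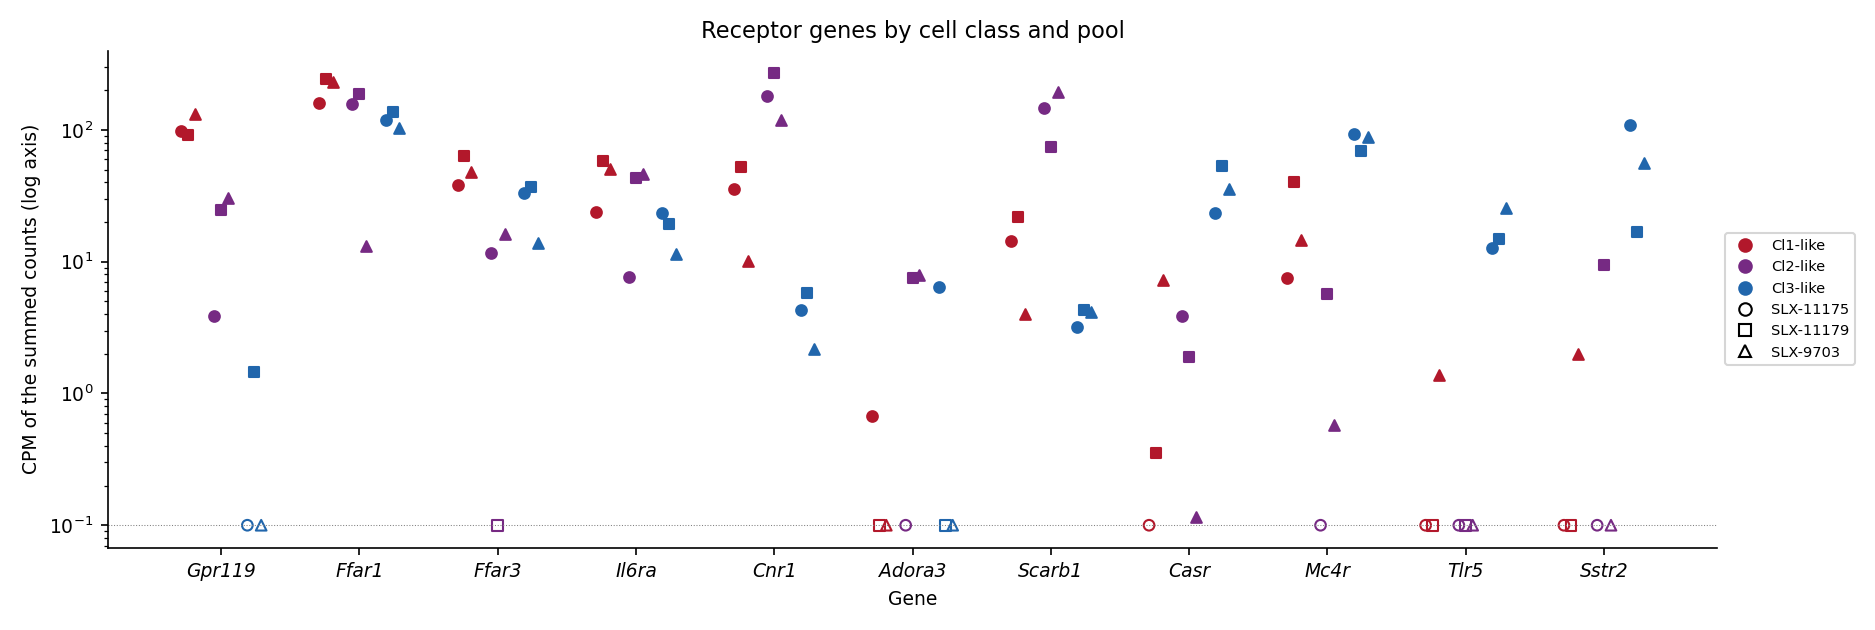
CPM of the summed counts (log axis) for 11 receptor genes, with a point for each pool (circle, square or triangle) and class (colour). Open points on the dotted line are sums below 0.1 CPM. Ffar1 lies between 103 and 242 CPM in every Cl1-like and Cl3-like sum, whereas Gpr119 is at most 1.45 CPM in the Cl3-like sums.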

Further examination of genes that were differentially expressed between the clusters revealed a number of receptors previously implicated in enteroendocrine detection of nutrients and hormonal signals [1], as well as some receptors not previously characterized in gut endocrine cells (Figure 2D). 

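The fatty acid receptor gene Ffar1 (ENSMUSG00000044453, chromosome 7 from 30857390 to 30861564) was at 210.2 ± 44.6 CPM (SD, n = 3 pools) in Cl1-like, 119.5 ± 93.2 CPM in Cl2-like and 119 ± 17.4 CPM in Cl3-like cells. Ffar3 (ENSMUSG00000019429, chromosome 7 from 30854330 to 30856178), its neighbour on the chromosome, was at 50.1 ± 13 CPM, 9.25 ± 8.34 CPM and 27.9 ± 12.2 CPM in the same order. The interleukin-6 receptor gene Il6ra (ENSMUSG00000027947, chromosome 3 from 89864059 to 89913196), which overlaps Gm42809 on the other strand, was at 44.1 ± 18.1 CPM, 32.4 ± 21.4 CPM and 18 ± 6.13 CPM. All 3 genes were highest in the Cl1-like sum in each of the 3 pools. None of these differences passed 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the log2 fold changes over the mean of the other classes were 1.03 (standard error 0.58, adjusted p = 1.00) for Ffar1, 1.59 for Ffar3 and 0.80 for Il6ra. Over 10 alternatives with at least 2 sums in each class, none of the 3 genes passed 0.05. The log2 fold change of Ffar3 was -0.07 without the 750000 minimum, the only alternative in which it was not above 0. Within pool SLX-9703, the median of Ffar3 was 38.9 CPM (interquartile range 7.26 to 79.1) in Cl1-like and 1.55 CPM (interquartile range 0 to 22.1) in Cl3-like cells, and that of Il6ra 48.9 CPM (interquartile range 20.2 to 97) and 2.8 CPM (interquartile range 1.41 to 8.48).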

Of note, Cl1 was enriched for *Ffar1*, *Ffar3*, *Il6ra*, and *Gpr119*. 

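The scavenger receptor gene Scarb1 (ENSMUSG00000037936, chromosome 5 from 125277087 to 125341094), which overlaps Gm42633 on the same strand, was at 139 ± 61.3 CPM (SD, n = 3 pools) in Cl2-like, 13.4 ± 9.03 CPM in Cl1-like and 3.91 ± 0.615 CPM in Cl3-like cells. The log2 fold change of Cl2-like cells over the mean of the other classes was 4.33 (standard error 0.59, adjusted p = 0.0165) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the Cl2-like sum the highest in 3 of 3 pools. Its adjusted p was 0.259 without pool SLX-11175 and 0.0921 without pool SLX-9703, and ran from 6.6e-10 (without the filter on low counts) to 0.259 (without pool SLX-11175) over 10 alternatives. Against Cl1-like cells alone, Scarb1 did not pass (adjusted p = 0.172 in edgeR). The adenosine receptor gene Adora3 (ENSMUSG00000000562, chromosome 3 from 105870858 to 105908926) overlaps Tmigd3 on the same strand, so that the authors' counting could have split its reads. It was low throughout, at 5.18 ± 4.49 CPM in Cl2-like, 0.242 ± 0.380 CPM in Cl1-like and 2.15 ± 3.69 CPM in Cl3-like cells, and in pool SLX-11175 its Cl2-like sum held no read, where 3 reads would be 11.6 CPM. In the deep pool, Adora3 had a read in 37.5% of the 8 Cl2-like cells, 8.82% of the Cl1-like and 9.68% of the Cl3-like cells. The edgeR test gave it adjusted p = 0.209.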

Cl2 was enriched for *Cnr1*, *Adora3*, and *Scarb1*. 

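The calcium-sensing receptor gene Casr (ENSMUSG00000051980, chromosome 16 from 36493696 to 36562141), which overlaps Gm25902 on the same strand, was at 23.5, 53.5 and 35.5 CPM in the Cl3-like sums of pools SLX-11175, SLX-11179 and SLX-9703, and at 0, 0.355 and 7.24 CPM in the Cl1-like sums. Its log2 fold change in Cl3-like cells over the mean of the other classes was 5.00 (standard error 1.35, adjusted p = 0.195) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it passed 0.05 in 3 of 10 alternatives. The melanocortin 4 receptor gene Mc4r (ENSMUSG00000047259, chromosome 18 from 66857704 to 66860506) was at 93.9, 69.4 and 88.8 CPM in the Cl3-like and 7.48, 40.1 and 14.7 CPM in the Cl1-like sums, with a log2 fold change of 4.36 (standard error 0.69, adjusted p = 0.0332) from the same edgeR test. Both genes were highest in the Cl3-like sum in every pool. The call for Mc4r needed pools SLX-11175 and SLX-9703, with adjusted p of 0.517 without pool SLX-11175 and 0.302 without pool SLX-9703, in a range from 1.7e-07 (without the filter on low counts) to 0.517 (without pool SLX-11175) over 10 alternatives. In the Cl2-like sums of the pools, Mc4r was at 0, 5.68 and 0.572 CPM. It passed between Cl2-like and Cl3-like cells (adjusted p = 0.0255 in edgeR). Between Cl1-like and Cl3-like cells it did not (log2 fold change of Cl1-like over Cl3-like -2.45, adjusted p = 0.729 in edgeR). After thinning to 50000 reads, Casr had a read in 57.1% of Cl3-like, 8.64% of Cl1-like and 5.0% of the 20 other cells, and Mc4r in 63.5%, 24.7% and none, which for 20 cells allows up to 15%. Of the further receptor genes of Figure 2D, Tlr5 was at 17.8 CPM, Gfra1 (overlapping Gm16277 on the other strand) at 20.8 CPM, Sstr2 (overlapping Slc39a11 on the other strand) at 60.6 CPM and Grm4, which overlaps Gm49790 on the same and Gm49789 on the other strand, at 22.7 CPM in Cl3-like cells, and each was highest there in 3 of 3 pools, with adjusted p between 0.0648 and 0.402 in edgeR.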

*Casr* and *Mc4r* were particularly prevalent in Cl3, as is also evident in data from all 3 mice (Figure S3). Between cells within a cluster, we observed variability in the expression of individual genes; however, cells exhibiting high levels of the Cl1 marker *Gpr119* tended to have lower levels of the Cl3 marker *Pzp* and vice versa (Figure S4).

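With a level of at least 10 CPM taken as present, 61 of the 164 cells had Gpr119 and not Pzp, 54 had Pzp and not Gpr119, 3 had both and 46 had neither. If the genes were spread independently over these cells, 22.2 cells would have both. Within the deep pool, 31 cells had only Gpr119, 28 had only Pzp and none of the 73 cells had both, which allows a share of cells with both of up to 4.11%. Gpr119 and Pzp are among the genes that named the classes. Within the Cl1-like class, 1 cell had both where 1.38 would be expected, within the Cl2-like class 1 cell against 0.700, and within the Cl3-like class 1 cell against 0.841, so that within a class no difference from independence was detectable in these numbers of cells. No p-value is given, since cells of a pool are not replicates.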

To examine whether Cl1-3 might represent PPG-cell populations characteristic of different positions along the 10 cm of small intestine examined, we measured expression of genes that distinguished the clusters by qPCR in Venus-positive cells purified by FACS from five sequential 2 cm segments of the upper small intestine. We found no evidence for statistically significant expression gradients of *Gcg*, *Gip*, *Tph1, Pzp*, *or Pyy* in PPG-cells along the longitudinal axis of the upper small intestine, although *Pzp* showed a trend of decreasing and *Pyy* a trend of increasing expression distally (Figure 3A).

**Figure 3:**
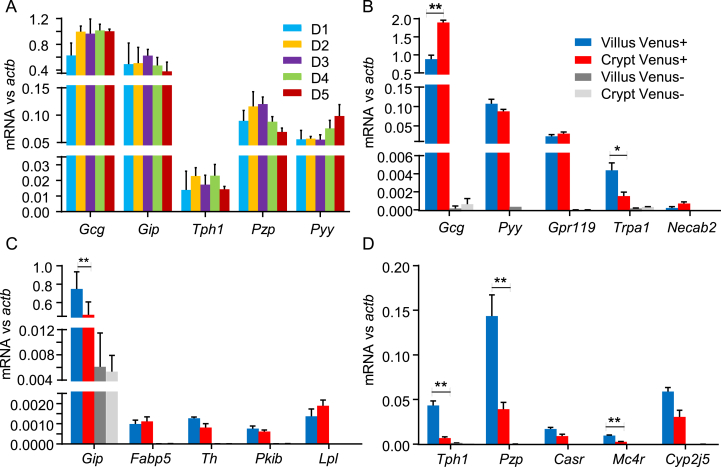
**Genes specific to Cl3 are enriched in villus PPG-cells**. A. qPCR analysis of *Gcg*, *Gip*, *Tph1*, *Pyy* and *Pzp* in PPG-cells purified from sequential 2 cm segments of the proximal small intestine (D1 to D5, running proximally to distally). No significant differences between segments were detected by ANOVA (n = 4). B-D. qPCR analysis of genes characteristic for Cl1 (B), Cl2 (C) and Cl3 (D) in Venus positive and negative cells collected from villus- and crypt-enriched fractions. Results are expressed as mean ± SEM converted to relative expression levels (2^ΔCT^) (n = 4). Villus vs crypt PPG-cells were compared by Student's paired t-test; *p < 0.05, **p < 0.01 for the comparisons indicated.

We also examined whether any clusters were more prevalent in crypts or villi (Figure 3B–D), by sorting cells separately from crypt and villus enriched fractions and comparing expression of genes that distinguished the clusters by qPCR. *Gcg*, *Pyy*, *Gpr119*, *Trpa1*, and *Necab2* were used as markers for Cl1, but did not exhibit consistent patterns between PPG-cells from crypts and villi: *Gcg* was higher in crypt PPG-cells, *Trpa1* was higher in villi, and the other 3 markers did not differ between the two regions (Figure 3B). *Gip*, *Fabp5*, *Th*, *Pkib*, and *Lpl* were used to track Cl2, but similarly exhibited no consistent crypt/villus variation: *Gip* was more highly expressed in villus than crypt PPG-cells, but the other markers did not differ (Figure 3C). For Cl3, we examined *Tph1*, *Pzp*, *Casr*, *Mc4r*, and *Cyp2j5*. Three of these markers were significantly more highly expressed in PPG-cells from villi than crypts, and the other two showed a similar trend that was not significant (Figure 3D).

To examine whether hormonal products predicted by gene expression in Figure 1E were detectable at the peptide level, we performed mass spec analysis of PPG-cells purified from the upper small intestine. Peptides from the prohormones of proglucagon, GIP, PYY, CCK, neurotensin, ghrelin, and secretin, but not Urocortin3 were detected (Figure S5). PYY production in PPG-cells from the top 2 cm of the small intestine was also confirmed by immunostaining (Figure 4A). As Cl1 was characterized by expression of *Gpr119*, and Cl3 by *Pzp*, we performed immunostaining of mouse duodenum to confirm the existence of the predicted Gcg/Venus positive cell populations producing PZP and GPR119 (Figure 4B and C) and to assess whether the two sub-populations could be differentiated at the level of protein expression. Co-staining indicated that very few Venus positive cells (<2%) co-expressed both GPR119 and PZP (Figure 4C), consistent with the cluster analysis. We confirmed production of 5-HT in mouse cells immunopositive for proglucagon (Figure 4D), and in human tissue slices, we demonstrated co-staining of the Cl3 marker CASR together with 5-HT and GLP-1 (Figure 4E).

**Figure 4:**
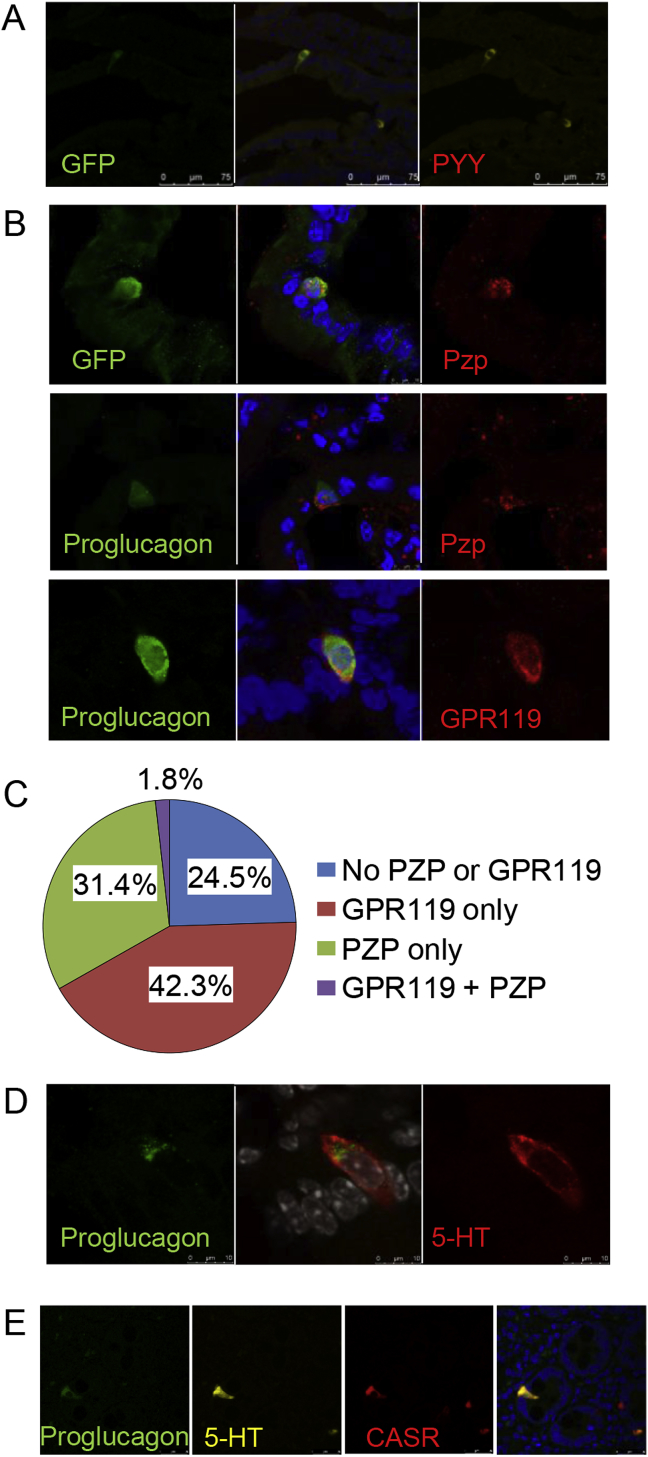
**Immunostaining of Cl1 and Cl3 markers**. A/B. GLU-Venus mouse duodenal sections were immunostained for GFP or proglucagon and PYY, PZP or GPR119 as indicated together with Hoechst stain (blue). C. Percentages of Venus positive cells co-staining for PZP and/or GPR119 as shown in B, calculated from a total of 220 cells counted. D. GLU-Venus mouse duodenal section stained for proglucagon (green) and 5-HT (red) and Hoechst (grey). E. Human duodenal sections co-stained for proglucagon (green), 5-HT (yellow), CASR (red) and Hoechst (blue).

## 4 Discussion

Enteroendocrine cells are traditionally classified according to the major one or two hormones they produce, but recent evidence has suggested that each enteroendocrine cell can express a number of different hormones, and that there is strong overlap between the cells producing GLP-1, PYY, CCK, GIP, secretin, and NTS [4], [14]. Single cell RNA sequencing has been used to study a variety of cell types, including pancreatic islet cells, neurons, and dissociated human intestinal organoids [15], [16], [17]. PPG-cells comprise less than 1% of the intestinal epithelium; thus, a previous study of intestinal organoids identified most of the cells as enterocytes and only a small number as enteroendocrine cells [17]. This analysis grouped enteroendocrine cells into a few small clusters, each including only a few cells, so did not produce an overall picture of PPG-cell diversity. Here we show that PPG-cells from the proximal small intestine can be divided into 3 major clusters with overlapping but distinct hormonal profiles.

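In the clustering used here, each of the 3 classes was found in each of the 3 pools. Of 15 other clusterings, 2 (all variable genes, and CPM for the cells) also had Cl2-like cells in each pool, 6 had none in pool SLX-11175, and 7 had none in any pool. The largest difference of a hormone gene was that of Gip between Cl2-like and Cl3-like sums, with a log2 fold change of 13.09 (standard error 1.05, adjusted p = 0.00135 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cck was counted in every one of the 164 cells, Sct in 98.2% and Ghrl in 94.5%. Of the 20 other cells, 100% had a Cck read, 75% a Sct read and 35% a Ghrl read. At a level of at least 10 CPM, these shares were 100%, 98.2% and 92.1% in the 3 classes and 85%, 50.0% and 25% in the other cells. From the distribution of the hormone genes over the clusters in Figure 1, the paper proposes that the t-SNE analysis separated cells by their hormonal genes, that Cl1 holds L-cells with high Gcg and Pyy, Cl2 cells with both Gcg and Gip, and Cl3 PPG-cells with Tph1 and less Gcg and Pyy.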

Fourteen percent of Venus positive cells were located in a cluster characterized by high *Gip* expression (Cl2), consistent with our previous quantification of cells co-producing GLP-1 and GIP by FACS analysis [4]. The remainder of the Venus positive cells could be subdivided into two similar-sized groups, one with higher *Gcg* (Cl1) and the other with lower *Gcg* but high *Tph1* (Cl3). 

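Here 8 cells of the deep pool were Cl2-like. Of these, 4 formed cluster 8, with 417201 to 549306 CPM of Gip, and 4 sat in cluster 2 with the shallow cells, with 10.6 to 472 CPM of Gip. Of the latter 4 cells, 3 had at least 100 CPM of the leukocyte gene Ptprc or the immunoglobulin gene Jchain. The Cl2-like sum of the deep pool holds all 8 cells and 16456834 reads. At an adjusted p under 0.05 in edgeR, 23 genes were higher and 13 lower in Cl2-like cells than in the mean of the other classes, over all 3 pools. Without pool SLX-11175 none passed (1778 at an unadjusted p under 0.05), without pool SLX-11179 48 were higher and 66 lower, and without pool SLX-9703 7 were higher and none lower. DESeq2 called 212 higher and 415 lower. In simulated counts for Cl2-like against Cl3-like sums with 9745 genes, edgeR recovered 9.38% of the genes changed 4-fold.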

Only 4 cells from the deeply sequenced mouse were found in Cl2, so only the highly enriched genes in this group were identifiable with high probability. Among the characteristic Cl2 genes were several that we and others have previously identified as playing functional roles in K-cells, including *Cnr1* and *Fabp5* [12], [13]. Also appearing in this cluster were the scavenger receptor *Scarb1*, and lipoprotein lipase (*Lpl*), the roles of which for GLP-1 and GIP secretion remain unknown.

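Lpl (ENSMUSG00000015568, chromosome 8 from 68880491 to 68907448) was at 22.7 ± 9.64 CPM (SD, n = 3 pools) in Cl2-like, 9.4 ± 6.97 CPM in Cl1-like and 8.76 ± 5.11 CPM in Cl3-like cells, with a log2 fold change of 1.74 (standard error 0.80, adjusted p = 0.445) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 4 deep cells of cluster 8 had a median of 32.6 CPM (interquartile range 14.8 to 67.3). Thinned to 50000 reads, Lpl had a read in 55% of Cl2-like and 45% of the 20 other cells. Of the other marker genes of Cl2, Pkib (ENSMUSG00000019876, chromosome 10 from 57631981 to 57741112) was at 165 ± 121 CPM against 12.7 ± 11.1 CPM and 0.165 ± 0.275 CPM in Cl1-like and Cl3-like cells, a log2 fold change of 8.03 (standard error 1.23, adjusted p = 0.0283) from the same edgeR test, with adjusted p of 0.263 without pool SLX-11175 and a range from 2.8e-23 (without the filter on low counts) to 0.263 (without pool SLX-11175) over 10 alternatives. Against Cl1-like cells alone, Pkib did not pass (adjusted p = 0.241 in edgeR). The tyrosine hydroxylase gene Th was at 67.8 ± 51.7 CPM against 17.1 ± 12.4 CPM and 10.1 ± 13.6 CPM, with adjusted p = 0.289 in edgeR.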

Cl1 exhibited significantly higher expression of *Gcg* and *Pyy* than the other two clusters, and also had the highest levels of *Chga* and *Chgb* (Figure S6), vesicular markers of enteroendocrine cells [4]. The high expression of *Gcg, Pyy*, and other gut hormones suggests that this cluster represents classical “L-cells”. We were surprised that the tSNE analysis did not separate this group into more clusters that might reflect subtle differences between cells co-expressing different hormonal combinations. It is possible, however, that analysis of PPG-cells from additional regions of the gut might identify more distinct clusters.

Cl1 was characterized by expression of a number of receptors and ion channels highlighted in previous studies, including *Gpr119*, *Ffar1*, *Il6ra*, *Gucy2c*, and *Trpa1*. 

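Gucy2c (ENSMUSG00000042638, chromosome 6 from 136697284 to 136781765), the guanylyl cyclase C gene, was at 257 ± 20.9 CPM (SD, n = 3 pools) in Cl1-like, 190.5 ± 33.3 CPM in Cl3-like and 136 ± 86.5 CPM in Cl2-like cells, the Cl1-like sum being the highest in 3 of 3 pools without passing 0.05 (log2 fold change 0.70 (standard error 0.37, adjusted p = 1.00) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The channel gene Trpa1 (ENSMUSG00000032769, chromosome 1 from 14872648 to 14918862) was at 45.6, 19.9 and 43.5 CPM in the Cl1-like sums of pools SLX-11175, SLX-11179 and SLX-9703. No Trpa1 read was counted in any Cl2-like sum, where 3 reads would be 11.6, 5.68 and 0.172 CPM, and the Cl3-like sums held 2.13, 0 and 0.0602 CPM. Of the Cl1-like cells, 33.3% had a Trpa1 read, against 7.94% of Cl3-like and 10.0% of the 20 other cells. The calcium-binding protein gene Necab2 had a read in 28.4% of Cl1-like and 3.17% of Cl3-like cells.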

*Gpr119* was detectable in ∼50% of PPG-cells, corresponding with our previous finding that about half of PPG-cells in primary culture exhibited cAMP responses to GPR119 agonists and that GLP-1 secretion was stimulated by GPR119 agonists [18]. 

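A Gpr119 read was found in 77 of the 164 cells in the 3 classes, 47% (exact Clopper-Pearson 95% confidence interval 39.1 to 54.9%, counting error only). By class, the share was 75.3% in Cl1-like, 45% in Cl2-like and 11.1% in Cl3-like cells, and it was 10.0% in the 20 other cells. The share depends on depth, and was 26.5% in pool SLX-11175, 42.1% in pool SLX-11179 and 60.3% in pool SLX-9703. With each cell thinned to 50000 reads it was 35.4% over all pools and 35.6% in pool SLX-9703. At a level of at least 10 CPM it was 39% over all pools.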

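Over the 3 classes, an Ffar1 read was found in 92.7% of the 164 cells (exact Clopper-Pearson 95% confidence interval 87.6 to 96.2%) and, after thinning to 50000 reads, in 86%. By class it was 95.1% in Cl1-like, 93.7% in Cl3-like and 80.0% in Cl2-like cells, against 30.0% in the 20 other cells. Looking at pool SLX-9703 only, the median was 255 CPM (interquartile range 177 to 333) in the Cl1-like, 86.6 CPM (interquartile range 44 to 192) in the Cl3-like and 5.17 CPM (interquartile range 0 to 19.3) in the Cl2-like cells.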

*Ffar1*, by contrast, was found in almost all PPG-cells, although mean expression levels were highest in Cl1. This is a well-studied receptor for long chain free fatty acids, shown in a number of studies to contribute to fat-triggered GLP-1 secretion [19]. Cl1 was also enriched for *Il6ra*, which has been implicated in the modulation of PPG-cell function by interleukin-6 in response to high fat diet and exercise [20].

We were initially concerned that Cl3 might be an immature PPG-cell population, as it expressed lower levels of *Gcg* and chromogranins. 

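Lists of genes fixed in advance were compared between Cl1-like and Cl3-like sums. Of the proliferation list (6 of 14 genes tested), 5 genes were higher in Cl1-like and 1 in Cl3-like cells, with a median log2 difference, Cl1-like minus Cl3-like, of 1.70. Of the list of endocrine progenitor genes (7 of 10 tested), 1 was higher in Cl1-like and 6 in Cl3-like cells, with a median of -0.38. Of the list of villus tip genes (10 of 11 tested), 2 were higher in Cl1-like and 8 in Cl3-like cells, with a median of -0.83. Of the list of enteroendocrine transcription factors (14 of 20 tested), 10 were higher in Cl1-like and 4 in Cl3-like cells, with a median of 0.42. With the clustering used here, no list passed 0.05 as moved in 1 direction. The fry test from edgeR, run in a model over 3 sums per class, gave p = 0.400 for proliferation, 0.254 for progenitor, 0.153 for villus tip genes and 0.166 for transcription factors, and after Benjamini-Hochberg adjustment over the 4 lists the lowest was 0.331. Its p for change in either direction was 0.00861 for transcription factors and at least 0.0906 for the other lists. Adjusted over the 4 lists, this p was 0.0344 for transcription factors, which passes 0.05, and at least 0.131 for the others. No single gene of the lists passed 0.05 when adjusted over all genes tested. Adjusted over the list alone, 1 transcription factor (Isl1) and 2 proliferation genes (Mcm5 and Mcm6) passed. Mcm6 was at 33.6 CPM in Cl1-like and 0.751 CPM in Cl3-like cells, and Mcm5 at 11.1 and 0.00803 CPM. These Cl3-like levels are at the floor, since 3 reads would be 3.20, 1.45 and 0.0361 CPM in the Cl3-like sums of pools SLX-11175, SLX-11179 and SLX-9703. The size of either difference is therefore not measured. Sox4 is in the lists of transcription factors and of progenitor genes, and Cdkn1a in those of progenitor and of villus tip genes. The fry test moved with the setting. The transcription factors were higher in Cl1-like cells in each of 20 alternatives and passed 0.05 after adjustment in 10 of them (7 of 16 fixed beforehand and 3 of 4 chosen after the data had been seen), with adjusted p from 0.00405 to 0.788. The villus tip genes, lower in Cl1-like cells in each, passed in 5, the proliferation genes in 3 and the progenitor genes in none. The passes of the proliferation genes went in different directions. With Leiden clusters and with a random t-SNE start they were toward Cl1-like cells. With a minimum of 10000 reads the pass was toward Cl3-like cells (adjusted p = 0.0357, fry test). The proliferation genes moved toward Cl1-like cells in 16 of the 20 alternatives and toward Cl3-like cells in the other 4, with a minimum of 10000 reads (p = 0.0178, fry test in edgeR), with clusters from all variable genes (p = 0.924) and, chosen after the data had been seen, with genes variable in every pool (p = 0.292) and the filters of the paper alone (p = 0.674). The progenitor genes moved toward Cl1-like cells in 2, with a minimum of 10000 reads (p = 0.639) and with genes variable in every pool (p = 0.885).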

Separate qPCR analysis of PPG-cells purified from crypts and villi, however, revealed that most genes that characterized Cl3 were more highly expressed in PPG-cells from villi than crypts. The predominant villus location of Cl3 markers suggests that this is a mature cell population, as immature cells should be located closer to their site of generation in the crypts. Alternatively, these cells might reflect a PPG-population gaining *Tph1* and *Pzp* expression with aging. The expression in this cluster of *Tph1* is consistent with a recent report that the majority of enterochromaffin cells in the mouse small intestine co-produce other gut hormones including PYY, GLP-1, and CCK [21]. 

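At an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 25 genes were higher in Cl3-like cells than in the mean of the other classes. By log2 fold change, Pzp ranked 2 among them, after 3110004A20Rik (21.6 CPM in Cl3-like cells, named after its values had been seen), and by p it ranked 2 after the progastricsin gene Pgc. Pgc (ENSMUSG00000023987, chromosome 17 from 47726842 to 47734482) was at 686 ± 187 CPM (SD, n = 3 pools) in Cl3-like, 8.07 ± 11 CPM in Cl1-like and 1.55 ± 1.41 CPM in Cl2-like cells, a log2 fold change of 7.58 (standard error 0.70, adjusted p = 0.00220) from the same edgeR test, with adjusted p = 0.169 without pool SLX-11175 and a range from 8.6e-60 (without the filter on low counts) to 0.169 (without pool SLX-11175) over 10 alternatives. Only Pzp and Pgc passed against both other classes, in the same direction and with at least 10 CPM in every pool. Of the other marker genes of Cl3, Cyp2j5 was at 334 ± 137 CPM in Cl3-like cells against 4.84 ± 2.66 CPM in Cl1-like cells, with adjusted p = 0.0644.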

The strongest marker of Cl3 was *Pzp*, an alpha2 macroglobulin of uncertain function [22]. Cl3 appeared distinct to the upper small intestine, as mRNA for *Pzp* was low in PPG-cells purified from the lower small intestine; a trend for higher expression in PPG-cells from the proximal compared to the distal intestine was also observed for another CL3 enriched gene *Tph1* (Figure S7), although this does not exclude that a relatively smaller sub-population of *Pzp and/or Tph1* co-expressing cells is present in the more distal PPG population.

Notable among the receptors found in Cl3 were the calcium sensing receptor (*Casr*) and melanocortin 4 receptor (*Mc4r*). We were surprised that *Casr* was more highly expressed in Cl3 than Cl1, as a number of studies have linked CASR activation to the secretion of GLP-1 [23], [24]. However, we demonstrated colocalization of CASR with 5-HT and GLP-1 in human intestinal slices as also reported previously [25], and exposure of human colonic tissue to a phenylalanine/tryptophan mixture has been reported to increase pCAMKII labeling in 5-HT and GLP-1 expressing cells [25]. 

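Taking the deep cells alone, the median of Casr was 12.8 CPM (interquartile range 6.2 to 57.4) in the 31 Cl3-like cells and 0 CPM (interquartile range 0 to 1.88) in the 34 Cl1-like cells. A Casr read was found in 90.3% of these Cl3-like and 44.1% of these Cl1-like cells, and at least 10 CPM in 54.8% and 11.8%. Between the summed counts of all pools, the log2 fold change of Cl1-like over Cl3-like cells was -4.12 (standard error 1.55, adjusted p = 1.00) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which did not pass 0.05.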

*Mc4r* expression has been reported previously in colonic PPG-cells, where its activation was linked to PPG-cell secretion [26].

## 5 Conclusions

In summary, we conclude that upper small intestinal PPG-cells can be separated into at least 3 major clusters that exhibit differential expression of *Gcg*, *Cck*, *Pyy*, *Gip*, and *Tph1*. Receptor and ion channel expression profiles differed across the clusters suggesting that these PPG-cell sub-populations likely contribute to the differential responsiveness of gut hormones to nutritional and local signals.

## Author contributions

LLG and FJC-N performed experiments, analyzed data and helped to write the manuscript. PL and RGK performed population RNAseq and mass spec analyses. WJ analyzed data. BG took responsibility for single cell RNAseq protocols and bioinformatics analysis. FR and FMG jointly designed and supervised the project and wrote the manuscript. All authors approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

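Proglucagon cells are enteroendocrine cells that transcribe Gcg, and in GLU-Venus mice they carry a fluorescent protein. Single cells from the proximal 10 cm of the small intestine of mice aged 20 to 21 weeks were sorted and sequenced by Smart-seq2, a protocol that makes full-length cDNA, does not mark the strand and adds no molecular identifiers. According to the submitters' processing notes, the reads were aligned with GSNAP (version 2015-09-29) to the mouse genome build mm10 and counted per gene with HTSeq (version 0.5.3p3). The authors deposited 1 table of raw counts, the number of reads per gene and cell without normalization, with 46078 mouse genes, 92 spike-in RNAs and 5 lines that name no gene. The lines without a gene hold 77.6% of all counts (66.5% not aligned, 9.45% outside genes and 1.68% ambiguous) and stayed out of library sizes and tests, the mouse genes hold 17.1% and the spike-ins 5.34%. A further 4 columns match no sample and were not used. Gene symbols and coordinates come from the GENCODE M21 annotation of the same genome build, which holds 45143 of the gene identifiers. Reads of overlapping genes on either strand cannot be told apart in counts without strand, and overlaps in the annotation are named where the level of a gene is first described. The minimum depth, the markers, the gene lists, the tests and most alternatives were fixed beforehand, and what was added later is named as such.

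The labels give the pool of each cell and neither its mouse nor its Venus fluorescence. The 3 pools of 96 cells are taken as the 3 mice of the paper. By the paper the cells of the third mouse, the deep pool, were Venus-positive, and the Venus-negative cells of the shallow pools were not separated. Cells with more than 20% mitochondrial reads, cells with fewer than 50000 reads on genes and, in the deep pool, cells with fewer than 750000 reads on genes were left out. No doublet caller was run, since single cells were sorted into wells. Doublets from the sort, and reads from other cells, therefore stay in the counts. Size factors were medians of ratios to the geometric mean over genes with a read in every cell. Variable genes had a squared coefficient of variation above a curve through the spike-ins. Genes that the paper names and mitochondrial genes were left out of them, log10 of the normalized count plus 1 was embedded by an exact t-SNE (1000 iterations, learning rate 50), and Mclust (mclust 6.1.1) grouped the coordinates. The rule fixed beforehand named the spike-in method and left open how size factors, the scope of the spike-in fit and the t-SNE were to be implemented. The first implementation run had scran size factors and a learning rate of 200, and did not part Gip cells from the Cl1-like cells of the deep pool. In all, 28 trial clusterings were made, and the levels of Gcg, Gip, Tph1, Pzp and other markers in their clusters were looked at. Trials with medians of ratios had by then shown a cluster with high Gip in the deep pool. The medians of ratios were taken afterwards, on the ground that the published spike-in method uses them, and the exact combination used had not been run before. The choice was thus made with knowledge of the markers, and the Cl2-like class depends on it: with scran size factors of mean 1 no cluster was named Cl2-like. The per-pool fits and scran size factors are reported as added alternatives, and the other trials were not kept.

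A cluster was named from lists of markers for Cl1, Cl2, Cl3, enterocytes, goblet, Paneth, tuft, stem and immune cells. The markers were fixed beforehand, and the scoring rule was written after the trial clusterings. For each list the score is the mean over its genes of the difference in mean log2(CPM + 1) between the cluster and the other cells of the same pools. A name needed a score above 1, at least 3 markers that were higher and found in at least 10% of the cells, and no other list with more genes among the 10 leading genes. Cluster 4, led by immunoglobulin genes, had 2 such immune markers and a score of 0.42 and stayed unnamed, with 7 cells of pool SLX-11175, 9 of pool SLX-11179 and none of pool SLX-9703. Clusters with 1 name form 1 class, and the other cells are all cells that passed and are in none of the 3 classes.

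Cells are not replicates. Counts were summed per pool and class (at least 3 cells per sum), normalized by TMM and compared with edgeR 4.0.16 (quasi-likelihood test, filterByExpr, false discovery rate 0.05) in 1 model over the 9 sums of the 3 classes, with the pool as a block. The classes of a pool come from the same animal, which is why the pool is a block. Where a class is compared with the mean of the other classes, that mean is taken on the log scale. After the mean of each class was taken off, sums of the same pool had correlations from 0.0527 to 0.378 (median 0.104, 9 pairs) and sums of different pools from -0.185 to 0.0533 (median -0.104, 18 pairs). A second model added sums of the other cells as a control class for 62 peptide and receptor genes outside the paper. The text names every gene the paper names for these cells, genes of the fixed lists that passed in a comparison, and per class up to 5 genes with the largest log2 fold change among those past 0.05 against both other classes, changed the same way in every pool and with at least 10 CPM in the class in every pool. The values in the figures of the paper had been seen when this rule was written. It gave no gene for Cl1-like, 1 for Cl2-like and 2 for Cl3-like cells. The largest sum holds 77488827 reads and the smallest 316102, and after TMM 3 reads, the limit that a count of 0 allows, are 0.0336 CPM in the deepest and 11.6 CPM in the shallowest sum. Such limits and binomial intervals cover counting error only, since reads without molecular identifiers are not independent molecules. Detection shares count cells with a read, before and after each cell was thinned to 50000 reads.

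The steps were tested on simulated counts with 200 changed genes. For the tests between classes, counts were drawn with the dispersions edgeR had estimated and 1 mean per gene for all pools. They hold no pool effect and no mixed classes, so the comparison of edgeR with DESeq2 covers that setting only. For Cl1-like against Cl2-like sums (9952 genes), edgeR recovered 5.26% of the genes changed 4-fold and 54.3% of those changed 16-fold, and 5.08% of its calls were unchanged genes, against 26.8% for DESeq2 1.42.0. For Cl2-like against Cl3-like sums (9745 genes), edgeR recovered 54.4% of the 16-fold changes, with 1.69% unchanged genes among its calls, against 27.6% for DESeq2. The spike-in step recovered 42% of the genes simulated as variable and called 16 others among 30542 genes. The alternatives were DESeq2, no filter on low counts, no pool block, each pool left out, limma 3.58.1 on the mean log2 CPM of the cells, at least 10 cells per sum, clusters from all variable genes, 2000 genes by scran 1.30.0, 6 clusters, Leiden clusters (leidenalg 0.10.2, igraph 0.11.9, 15 neighbours) of 15 principal components, a perplexity of 15, a random t-SNE start, CPM for the cells, other limits on depth and mitochondrial reads, and other detection thresholds. Added after the data had been seen were genes variable in every pool, scran size factors with mean 1 or with geometric mean 1, and the filters of the paper alone. The work used Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9) and R 4.3.3 (statmod 1.5.0). The qPCR, peptide and population sequencing experiments of the paper were not analysed here.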

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

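The tests of the depth of the other cells and of the median of the cells were chosen after the results for Sstr5 had been seen. The test of the number of cells with a read was written before its result was seen.

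The somatostatin receptor 5 gene Sstr5 (ENSMUSG00000050824, chromosome 17 from 25489875 to 25497288 of mm10) is not among the genes the paper discusses. It stood out because all 3 classes lie above the control class of the 20 other cells, in which no Sstr5 read was counted among 11115919 reads on genes. Over all pools, Sstr5 was at 124 CPM in Cl1-like, 34.4 CPM in Cl2-like and 84.5 CPM in Cl3-like cells, as reads of the gene over all reads of the class. Against the limit of 3 reads over all other cells (0.270 CPM), it was at least 458-fold, 127-fold and 313-fold higher. Most of these control reads (7102826) come from 3 deep cells, and within the 2 shallow pools alone the limit was 0.748 CPM and the classes at least 116-fold, 28.7-fold and 86.5-fold higher. The log2 fold changes fitted by edgeR's quasi-likelihood test were 13.78, 12.09 and 13.18 with adjusted p of 0.0146, 0.0217 and 0.0193. These fitted values rest on the prior count, since the control sums are all at 0. Every class was above the other cells in 3 of 3 pools. Of the 62 listed peptide and receptor genes, 15 passed the filter and Sstr5 was the only one called. Between the 3 classes Sstr5 did not pass in any comparison (lowest adjusted p 0.221 in edgeR, for a class against another or against the mean of the other 2). The call for Cl1-like cells over the other cells was made in 14 of 21 alternatives, with log2 fold changes from 0.60 (with a perplexity of 15) to 14.61 (without pool SLX-11175). In edgeR its adjusted p was 0.141 without pool SLX-11175, 0.383 without pool SLX-11179 and 0.0223 without pool SLX-9703, and it ran from 1.3e-10 with DESeq2 to 0.905 (with a perplexity of 15) over the alternatives.

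A lower depth of the other cells does not account for the missing reads. At the level of the lowest class, 382 Sstr5 reads were expected in the other cells over all pools, and none was counted. Taken with the lowest class of each pool instead, 79.9, 27.4 and 250.3 reads were expected in pools SLX-11175, SLX-11179 and SLX-9703. In the Cl1-like and Cl3-like cells of the deep pool the level does not come from a few cells, since the median of the cells was 76.3% and 56% of the level of the class. The test written first counted cells with a read there (90.3% of Cl3-like and 100% of Cl1-like cells) and cannot decide this, since at the level of the class a deep Cl3-like cell would hold 181 reads. For the shallow pools and for Cl2-like cells it stays open, with 1 of 30 Cl1-like cells of pool SLX-11179 holding 45.4% of the Sstr5 reads, a lowest median of 22.8% of the level in the shallow Cl1-like and Cl3-like cells, and 13 and 10 reads in all in the Cl2-like cells of pools SLX-11175 and SLX-11179, where the lowest median was 17.3% of the level. The annotation shows no gene overlapping Sstr5, and reads shared with other receptor genes of its family were not tested. The other cells are few and of mixed kinds, 16 in the unnamed cluster with immunoglobulin genes and 4 in the enterocyte-like cluster. They are not free of cells with hormone transcripts. A deep cell of the enterocyte-like cluster held 66014 CPM of Gcg, and a cell of the unnamed cluster in pool SLX-11179 held 9169 CPM of Gip. Whether other cells of the epithelium also lack Sstr5 stays open. The design holds no condition that could bear on it, and no biological explanation was tested.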

How the results depend on the processing

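The settings with genes variable in every pool, with scran size factors and with the filters of the paper alone, and the counts over other splits of the sums, were chosen only after the results had been seen.

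Counts of genes are given in the order Cl1-like against Cl3-like, Cl1-like against Cl2-like and Cl2-like against Cl3-like cells, and were 7, 4 and 66 as reported. In 10 splits of the 6 sums of a comparison into 3 and 3, the real one included, the number of splits with as many genes was 1, 1 and 1, and the highest count of any other split was 0 in each comparison. The splits are too few for a share under 0.05. The pools pair the sums, and besides the real split 3 others part every pool. These called 0 genes in edgeR, with 52 to 87, 358 to 499 and 355 to 380 genes at an unadjusted p under 0.05, against 381, 945 and 1202 in the real splits. DESeq2 and limma were not run on the splits. The 6 splits that leave a pool on 1 side gave 68 to 828, 179 to 452 and 186 to 324 genes at an unadjusted p under 0.05, and 3 of them gave more than the real split for Cl1-like against Cl3-like cells.

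With each pool left out in turn, the counts ran from 0 to 8, 0 to 31 and 0 to 104, the genes of the paper that passed 0.05 as higher in their own cluster from 0 to 11 (8 as reported), the Cl1-like share from 47.7 to 51.6%, the Cl2-like share from 11.2 to 13.2%, the Cl3-like share from 35.2 to 41.1%, the listed peptide and receptor genes above the other cells from 0 to 1 (1 as reported), and the share of cells with a Gpr119 read from 36.3 to 52.3% (47% as reported). The counts of 0 by edgeR came without pool SLX-11175, where 429, 1370 and 1675 genes had an unadjusted p under 0.05. DESeq2 was not run without a pool. All 12 named genes called as reported lost the call without pool SLX-11175, and 5 of them without pool SLX-9703 and 3 without pool SLX-11179. Leaving out a pool leaves 2 sums per class, and the cause of the difference between the pools was not tested.

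The alternatives fixed beforehand moved these results. With DESeq2, 109, 313 and 613 genes differed, 18 of the genes of the paper passed 0.05 as higher in their own cluster and 2 listed genes were called above the other cells. Without the filter on low counts, 92, 359 and 611 genes differed, 21 of the genes of the paper passed 0.05 as higher in their own cluster and 2 listed genes were called above the other cells. Without the replicate block, 6, 7 and 110 genes differed and 13 of the genes of the paper passed 0.05 as higher in their own cluster. With limma on the mean log2 CPM of the cells, 54, 116 and 617 genes differed, 17 of the genes of the paper passed 0.05 as higher in their own cluster and 4 listed genes were called above the other cells. With at least 10 cells per sum, 58 genes differed between Cl1-like and Cl3-like cells, 3 listed genes were called above the other cells and 2 of the 4 gene lists passed. With clusters from all variable genes, 16, 23 and 144 genes differed, 4 listed genes were called above the other cells and 1 of the 4 gene lists passed. With 2000 variable genes by scran, the Cl1-like share was 68.3%, no cell was Cl2-like (0%), 4 clusters formed and a Gpr119 read was found in 63.5% of the cells. With Leiden clusters of 15 principal components, 85 genes differed between Cl1-like and Cl3-like cells, the Cl1-like share was 59.7%, no cell was Cl2-like (0%), 3 listed genes were called above the other cells, 3 of the 4 gene lists passed and 5 clusters formed. With CPM for the cells, 18, 27 and 138 genes differed, 13 of the genes of the paper passed 0.05 as higher in their own cluster and 0 listed genes were called above the other cells (4 at an unadjusted p under 0.05). Without the 750000 minimum, 6, 0 and 46 genes differed (with 1065 at an unadjusted p under 0.05 for Cl1-like against Cl2-like cells in edgeR), 3 of the genes of the paper passed 0.05 as higher in their own cluster, the Cl2-like share was 6.83% and 3 listed genes were called above the other cells. With a minimum of 10000 reads, 118 genes differed between Cl1-like and Cl3-like cells, the Cl1-like share was 60.9%, no cell was Cl2-like (0%), 3 listed genes were called above the other cells, 2 of the 4 gene lists passed, 257 cells passed and 5 clusters formed. With a minimum of 200000 reads, the Cl3-like share was 46.8%, no cell was Cl2-like (0%), 86 cells passed, 3 clusters formed and a Gpr119 read was found in 60.8% of the cells. The share of higher calls also moved with DESeq2, with 218 higher and 95 lower in Cl1-like than in Cl2-like cells and 212 higher and 401 lower in Cl2-like than in Cl3-like cells, against 2 and 2, and 31 and 35, in edgeR, and with limma, with 8 higher and 46 lower in Cl1-like than in Cl3-like cells (edgeR 4 and 3), 97 and 19 in Cl1-like against Cl2-like and 57 and 560 in Cl2-like against Cl3-like cells. The cause was not tested, except that without the filter 29978 genes were tested in place of 10304, and that DESeq2 called more unchanged genes in the simulated counts.

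Of the settings chosen after the data had been seen, these moved a result, and the cause was not tested. With genes variable in every pool, 153 genes differed between Cl1-like and Cl3-like cells, the Cl1-like share was 57.9%, no cell was Cl2-like (0%), 4 listed genes were called above the other cells, 1 of the 4 gene lists passed and 5 clusters formed. With scran size factors of mean 1, 66 genes differed between Cl1-like and Cl3-like cells, the Cl1-like share was 57.8%, no cell was Cl2-like (0%), 0 listed genes were called above the other cells (6 at an unadjusted p under 0.05) and 2 of the 4 gene lists passed. With the filters of the paper alone, 96 genes differed between Cl1-like and Cl3-like cells, the Cl1-like share was 61.6%, no cell was Cl2-like (0%), 0 listed genes were called above the other cells (7 at an unadjusted p under 0.05), 1 of the 4 gene lists passed and 259 cells passed.

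In 5 further settings the Cl2-like class is a single sum, of the deep pool. The fit takes that sum to vary like the others, so the counts of genes against Cl2-like cells, the calls of genes of the paper and any listed gene called there through Cl2-like cells are not tests over replicates. The first count of each setting, Cl1-like against Cl3-like cells, compares classes with at least 2 sums. With 6 clusters, 41, 299 and 607 genes differed, 17 of the genes of the paper passed 0.05 as higher in their own cluster, the Cl1-like share was 57.7% and the Cl2-like share was 2.38%, 3 listed genes were called above the other cells and 1 of the 4 gene lists passed. With a perplexity of 15, 78, 188 and 492 genes differed, 21 of the genes of the paper passed 0.05 as higher in their own cluster, the Cl2-like share was 4.2%, 0 listed genes were called above the other cells (7 at an unadjusted p under 0.05) and 2 of the 4 gene lists passed. With a random t-SNE start, 82, 235 and 539 genes differed, 16 of the genes of the paper passed 0.05 as higher in their own cluster, the Cl1-like share was 63.8%, the Cl2-like share was 7.36% and the Cl3-like share was 28.8% and 2 of the 4 gene lists passed. With at most 10% mitochondrial reads, 36, 769 and 1030 genes differed, 20 of the genes of the paper passed 0.05 as higher in their own cluster and the Cl2-like share was 3.9%. With scran size factors of geometric mean 1, 144, 29 and 161 genes differed, 16 of the genes of the paper passed 0.05 as higher in their own cluster, the Cl1-like share was 28.9% and the Cl3-like share was 58.6%, 1 of the 4 gene lists passed and 5 clusters formed. The last of these settings was chosen after the data had been seen, and no pool holds both Cl1-like and Cl2-like sums in it. The cause of these changes was not tested.

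The size factors were chosen after trial clusterings had shown which of them set Gip cells apart, so that the Cl2-like class is not independent of that choice. No Cl2-like class formed under 7 settings, so that comparisons with it could not be made there, and with at least 10 cells per sum the Cl2-like sums were too small. With 2000 genes by scran and with a minimum of 200000 reads no sums of all pools could be compared. Without the replicate block 34 of 39 named genes kept their side of the threshold, 5 passed it in addition and 0 no longer did. Of the 40 named genes, 39 have a fold change. Over 21 alternatives these gave 587 values. Of these, 389 kept their side of the threshold, 152 passed it in addition, 45 no longer passed it and 1 reversed past it. Of these values, 190 come from comparisons with a single Cl2-like sum, and in the other 397 the numbers were 283, 78, 36 and 0. Only a change of direction that passes the threshold counts as reversed. Ffar3 changed its direction without passing it, with a log2 fold change of -0.07 without the higher minimum depth of the deep pool. The value counted as reversed is that of Nts in Cl3-like cells over the mean of the other classes with a random t-SNE start. For Nts the log2 fold change of -2.49 there, against 4.32 as reported, rests on a single Cl2-like sum. Over the comparisons with at least 2 sums in each class its adjusted p ran from 8.8e-212 (without the filter on low counts) to 0.965 (with CPM in place of size factors for the cells) over 10 alternatives. Values as low as this without the filter on low counts were not part of the simulated counts.

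Depth limits the results from the shallow pools. The smallest sum, Cl2-like cells of pool SLX-11175, holds 316102 reads, and a gene without a read there lies anywhere below 11.6 CPM. Deeper cells weigh more in the sums, and with limma, where each cell weighs the same, the counts were 54, 116 and 617. The share of cells with a Gpr119 read was 35.4% after thinning to 50000 reads and 39% at a level of at least 10 CPM.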

Differences from the paper's values

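The alternatives with the filters of the paper alone, scran size factors and genes variable in every pool were chosen after the data had been seen. A value differs from the paper's here when the larger is more than 1.5 times the smaller.

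In the 2 shallow pools, 108 cells passed here against the paper's 184. Of the alternatives set before the data were examined, a minimum of 10000 reads (181) lies within 1.5 times the paper's value, and no 750000 minimum (108), a minimum of 200000 reads (10) and at most 10% mitochondrial reads (103) do not. The filters of the paper alone, chosen after seeing the values, give 184 cells and form no Cl2-like class, so that none of the 8 calls made here among the genes of the paper could be made there. The number of cells over all pools used here, 184, is another count that only happens to equal the paper's value for the shallow pools.

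Over the shallow cells, 5416 genes varied beyond the spike-in noise against the paper's 3381. Set before the data were examined, a minimum of 10000 reads (4282) and at most 10% mitochondrial reads (4953) lie within 1.5 times the paper's value, and no 750000 minimum (5416) and a minimum of 200000 reads (427) do not. The filters of the paper alone, chosen after seeing the values, give 3843, and the 8 calls could not be tested there, since no Cl2-like class formed. Between Cl1-like and Cl3-like cells, all 7 genes called as reported were among the 96 called there.

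In the deep pool, 8 cells were Cl2-like against the paper's 4 in Cl2. Of these, 3 carry leukocyte genes. Set before the data were examined, 6 clusters (4), a perplexity of 15 (4) and at most 10% mitochondrial reads (6) lie within 1.5 times the paper's value, with too few Cl2-like cells for a sum in either shallow pool. All variable genes (7), a random t-SNE start (10), CPM (11) and no 750000 minimum (8) do not, nor do 2000 genes by scran, Leiden clusters and minimums of 10000 and 200000 reads, each with 0. Chosen after seeing the data, scran size factors of geometric mean 1 give 19, and genes variable in every pool, scran size factors of mean 1 and the filters of the paper alone give 0.

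The paper tested genes with cells of the deep mouse as replicates, by DESeq2 and by a test on ranks, and the tests here take the sums of all 3 pools. With Ffar2 left out, 30 genes that the paper places in a cluster could be tested, and 27 of them were highest in that class in every pool. Ffar2, which the caption of Figure 2D places in Cl1, was highest in the Cl1-like sum only in pool SLX-9703. In pools SLX-11175 and SLX-11179 it was highest in the Cl3-like sum. Figure 2D shows cells of the deep mouse alone, taken here as pool SLX-9703, so the order of Ffar2 in the comparable pool does not differ from the paper's. Abcc8, placed in Cl1 by the paper, was higher in Cl2-like than in Cl1-like cells in 3 pools, at 319.8, 206 and 173 CPM against 101, 126 and 165 CPM. Necab2 and Adora3 were highest in the class the paper gives in 2 pools. In their own cluster, 8 of the counted genes passed in edgeR, and 22 of 31 did under at least 1 setting with at least 2 sums in each class. Abcc8, Ffar1, Ffar3, Il6ra, Gucy2c, Necab2, Chrm4, Lpl and Gfra1 had no call in any of these settings. Ffar2 was not part of this tally. Called with DESeq2 and not here were Adora3, Casr, Cyp2j5, Gcg, Gpr119, Grm4, Pyy, Tlr5, Tph1 and Trpa1. Called without the filter on low counts and not here were Casr, Chga, Cyp2j5, Gcg, Gpr119, Grm4, Pyy, Sstr2, Th, Tlr5, Tph1, Trpa1 and Ucn3. Called without the replicate block and not here were Cyp2j5, Gpr119, Grm4, Tlr5 and Tph1. Called without pool SLX-11179 and not here were Cyp2j5, Gpr119, Sstr2 and Tph1. Called without pool SLX-9703 and not here were Gcg, Pyy and Tph1. Called with limma on the mean log2 CPM of the cells and not here were Casr, Cyp2j5, Gcg, Gpr119, Grm4, Pyy, Sstr2, Th, Tlr5 and Tph1. Called with clusters from all variable genes and not here were Cyp2j5, Gpr119, Tlr5 and Tph1. Called with CPM for the cells and not here were Cyp2j5, Gpr119, Sstr2, Th, Tlr5 and Tph1. Called without the 750000 minimum and not here were Cyp2j5 and Tph1. Calls were dropped as well. Of the 8 calls made here, 7 were dropped without the 750000 minimum, 8 without pool SLX-11175 and 3 without pool SLX-9703. In each of 3 further settings, without pool SLX-11179, with limma and with CPM for the cells, 1 call was dropped.

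In the following settings the Cl2-like class is a single sum of the deep pool, so that calls against a mean that holds it are not tests over replicates. Called with 6 clusters and not here were Casr, Cyp2j5, Gcg, Gpr119, Lpl, Sstr2, Tlr5, Tph1 and Trpa1. Called with a perplexity of 15 and not here were Casr, Chga, Cyp2j5, Ffar1, Gcg, Gpr119, Lpl, Pyy, Sstr2, Th, Tlr5, Tph1 and Ucn3. Called with a random t-SNE start and not here were Casr, Chga, Cyp2j5, Gcg, Gpr119, Th, Tlr5, Tph1 and Trpa1. Called with at most 10% mitochondrial reads and not here were Casr, Chga, Cyp2j5, Ffar1, Gcg, Necab2, Pyy, Sstr2, Tlr5, Tph1, Trpa1 and Ucn3. Called with scran size factors of geometric mean 1 and not here were Abcc8, Casr, Cyp2j5, Gcg, Gpr119, Grm4, Pyy, Sstr2, Tlr5, Tph1 and Ucn3, a setting chosen after seeing the values that drops 3 of the 8 calls made here.

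The paper describes cells with both Gcg and Gip in Cl2, and its text sets no CPM level for this. Here 1 of 10 Cl2-like cells with at least 10000 CPM of Gip also had as much Gcg, against 3 of 5 such Cl1-like cells. That level was set here, and the highest Cl3-like cell, in pool SLX-9703 at 9545 CPM of Gcg, did not reach it either. The paper counts Cl3 among the PPG-cells all the same, so the shares at this level do not contradict it. The Gcg level of the Cl2-like sums, 22417 ± 22189.9 CPM (mean and SD of 3 pools), has an SD close to its mean and ran over the pools at 44674, 22284 and 294 CPM, against 704, 223 and 1243 CPM in the Cl3-like sums (723 ± 510.3 CPM). Of the 20 Cl2-like cells 4 had at least 10000 CPM of Gcg, and 3 of these less than 100 CPM of Gip.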

Other observations

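The tests of Gcg reads from other cells were chosen after the results had been seen, and the test of Nts on medians was written before its result was seen.

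Most Cl2-like cells with at least 10000 CPM of Gip held little Gcg, with medians of 46.4, 32 and 77.5 CPM in pools SLX-11175, SLX-11179 and SLX-9703. One such cell of pool SLX-11175 held 53174 CPM (2800 reads), 1434 times the highest leukocyte cell of its pool, which a background of that size does not account for, and whether it is a doublet was not tested. Leukocyte cells, which are not known to transcribe Gcg, held up to 37.1, 59.7 and 208 CPM, and 2 of 6 such Gip cells of the shallow pools lay above the highest leukocyte cell of their pool (2 of 10 with the deep pool, a share that had first been read as a fit). The share in the shallow pools leaves open whether reads from other cells of the same pool account for the Gcg of the remaining cells. In each shallow pool the highest leukocyte cell rests on 3 reads, and the 3 leukocyte cells of the deep pool are themselves Cl2-like. Of the 9 leukocyte cells of pool SLX-11175, 2 are Cl1-like, with up to 36 CPM of Gcg. By the paper all cells of the deep mouse were sorted as Venus-positive, leukocyte and Gip cells alike, so the deep leukocyte cells are no Venus-negative control. Whether the other Gip cells transcribe Gcg at a low level stays open. No biological explanation was tested, since the design holds no condition.

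Nts in the Cl3-like sums was higher in the shallow pools than in the deep one. Cells with at least 10000 CPM (6 of 13, 9 of 19 and 5 of 31 in pools SLX-11175, SLX-11179 and SLX-9703) held 99.6%, 99.9% and 90.7% of the Nts reads. The remaining cells held 822, 106 and 706 CPM as reads over all reads, but since cells were removed by their own Nts this remainder is no test of what those cells explain, and a test on it that was added later was dropped. The test written first asked for the median of the remaining cells, and there the lower shallow median was 13.5 times the deep median (medians 104, 81.7 and 6.07 CPM). By its bound this would have excluded such cells as the cause, but the bound was wrong, since the median of the remaining cells does not measure the sum, of which these cells hold at most 9.28%. Whether such cells account for the difference between the pools stays open. Pool, mouse and depth cannot be separated here, and no biological explanation was tested.

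From the fixed list of transcription factors, 2 genes that the paper does not discuss passed between Cl2-like and Cl3-like cells. Isl1 was at 229.9 ± 17.8 CPM, 441 ± 158 CPM and 88.6 ± 20.8 CPM in Cl1-like, Cl2-like and Cl3-like sums (mean and SD of 3 pools), with a log2 fold change of 2.28 (standard error 0.37, adjusted p = 0.0261) for Cl2-like over Cl3-like cells in edgeR. It was called in 5 of 10 alternatives, with an adjusted p from 6.1e-07 (with DESeq2) to 0.355 (without pool SLX-11175) over 10 alternatives, and lost the call in edgeR with adjusted p of 0.355 without pool SLX-11175, 0.131 without pool SLX-11179 and 0.0635 without pool SLX-9703. Rfx6 was at 60.4 ± 33.4 CPM, 221 ± 49.4 CPM and 20.5 ± 15.2 CPM in Cl1-like, Cl2-like and Cl3-like sums (mean and SD of 3 pools), with a log2 fold change of 3.89 (standard error 0.62, adjusted p = 0.0239) for Cl2-like over Cl3-like cells in edgeR. It was called in 8 of 10 alternatives, with an adjusted p from 4.5e-09 (with DESeq2) to 0.339 (without pool SLX-11175) over 10 alternatives, and lost the call in edgeR with adjusted p of 0.339 without pool SLX-11175 and 0.0762 without pool SLX-9703.

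The Cl2-like and Cl1-like classes are mixed. Of the 20 Cl2-like cells, 10 had at least 10000 CPM of Gip and 3 carried leukocyte genes, so that the Cl2-like sums hold transcripts of other cells. The Cl1-like class holds leukocyte cells as well, 2 of 17 in pool SLX-11175, and the Cl3-like class holds none.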
